# Behavioral and Transcriptional Response to Selection for Olfactory Behavior in *Drosophila*

**DOI:** 10.1534/g3.120.401117

**Published:** 2020-02-05

**Authors:** Elizabeth B. Brown, John E. Layne, Alexandra R. Elchert, Stephanie M. Rollmann

**Keywords:** olfactory behavior, valence, chemosensation, *Drosophila melanogaster*, RNA-seq, Glutathione S-transferase

## Abstract

The detection, discrimination, and behavioral responses to chemical cues in the environment can have marked effects on organismal survival and reproduction, eliciting attractive or aversive behavior. To gain insight into mechanisms mediating this hedonic valence, we applied thirty generations of divergent artificial selection for *Drosophila melanogaster* olfactory behavior. We independently selected for positive and negative behavioral responses to two ecologically relevant chemical compounds: 2,3-butanedione and cyclohexanone. We also tested the correlated responses to selection by testing behavioral responses to other odorants and life history traits. Measurements of behavioral responses of the selected lines and unselected controls to additional odorants showed that the mechanisms underlying responses to these odorants are, in some cases, differentially affected by selection regime and generalization of the response to other odorants was only detected in the 2,3-butanedione selection lines. Food consumption and lifespan varied with selection regime and, at times, sex. An analysis of gene expression of both selection regimes identified multiple differentially expressed genes. New genes and genes previously identified in mediating olfactory behavior were identified. In particular, we found functional enrichment of several gene ontology terms, including cell-cell adhesion and sulfur compound metabolic process, the latter including genes belonging to the glutathione S-transferase family. These findings highlight a potential role for glutathione S-transferases in the evolution of hedonic valence to ecologically relevant volatile compounds and set the stage for a detailed investigation into mechanisms by which these genes mediate attraction and aversion.

Animals encounter volatile chemical cues in the environment. These chemicals can prompt attractive behavior, such as approaching a food source, a potential mate, or an oviposition site. They can also provoke avoidance behavior, such as avoiding toxins or predators (Depetris-Chauvin *et al.* 2015; Mansourian and Stensmyr 2015; Hansson and Wicher 2016). The successful detection and subsequent response to such environmental cues is essential to reproduction and survival. To appreciate this vital connection, it is fundamentally important to understand the translation of odorant detection into behavioral output, including the genetic/neural factors that underpin attractive/aversive olfactory behavior (Joseph and Carlson 2015). Although substantial advances have been made in identifying the neural circuity underling the detection of chemical cues (Masse *et al.* 2009; Wilson 2013; Groschner and Miesenböck 2019), the genetic contributions to aversive and attractive olfactory behavior remains a long-term goal in the field of behavioral genetics.

The vinegar fly *Drosophila melanogaster* has emerged a model system for elucidating the genetic basis of olfactory behavior; significant progress has been made in revealing the neural circuitry that underlies the peripheral detection of chemical cues. In combination with our understanding of their chemical ecology, *Drosophila* represent an excellent system in which to investigate the evolution of hedonic valence to ecologically relevant volatile compounds. Among the many odorants present in the environment, flies are particularly attracted to volatiles emitted as a by-product of yeast fermentation. Indeed, it is these volatiles, and not those emitted by the fruit itself, that mediate attraction to and oviposition on a food substrate (Becher *et al.* 2012). Fermenting fruit may also contain potentially harmful bacteria and/or microbes (Castillo *et al.* 1999; Stensmyr *et al.* 2012), and volatile compounds emitted by these can elicit robust avoidance behavior.

Odorants bind to receptor proteins embedded in the dendrites of olfactory sensory neurons (OSNs), which are located inside sensilla on either the third antennal segment or the maxillary palp. These dendrites are bathed in an aqueous lymph in which is suspended both odorant degrading enzymes and odorant binding proteins. These latter proteins have been shown to influence insect perception and are hypothesized to eliminate or transport odorants in the sensillar lymph (Galindo and Smith 2001; Hekmat-Scafe *et al.* 2002; Larter *et al.* 2016). There are two families of receptor proteins: odorant receptors (ORs) and ionotropic receptors (IRs). The OR gene family together with the highly conserved co-receptor, ORCO, are hypothesized to form ligand-gated ion channels for the detection of environmental volatiles (Clyne *et al.* 1999; Vosshall *et al.* 2000; Robertson *et al.* 2003; Larsson *et al.* 2004; Sato *et al.* 2008, Wicher *et al.* 2008). The IRs, derived from ionotropic glutamate receptors, have also been implicated in odor detection, primarily of acids and amines (Benton *et al.* 2009; Abuin *et al.* 2011). The OSNs project axons to distinct glomeruli in the antennal lobe (Laissue *et al.* 1999; Vosshall *et al.* 2000; Dobritsa *et al.* 2003; Hallem and Carlson 2004; Couto *et al.* 2005). Within each glomerulus, the olfactory neurons synapse onto two second order neurons: local interneurons which inhibit olfactory neuron axons terminating in other glomeruli, and second order projection neurons (PNs) which carry sensory information that has been modified by this inhibitory process via axons to the mushroom body and lateral horn regions of the brain (Marin *et al.* 2002; Wong *et al.* 2002; Tanaka *et al.* 2004; Wilson *et al.* 2004; Jefferis *et al.* 2007). This entire pathway can be thought of as a series of sensory channels, carrying the spatial and temporal pattern of antennal lobe activity, which allows discrimination among the diverse odorants present in the environment (Gao *et al.* 2000; Vosshall *et al.* 2000; Wang *et al.* 2002).

Odor processing channels that evoke highly stereotyped aversion and attraction responses have been identified for specific odors of ecological significance. For example, low concentrations of apple cider vinegar elicit attraction as well as responses from OR42b- and OR92a-expressing neurons, while high vinegar concentrations elicit aversion upon recruiting additional OR85a-expressing neurons (Semmelhack and Wang 2009). Dedicated ORs have also been found that mediate attraction to amines (IR92a; Min *et al.* 2013) and farnesol (OR83c; Ronderos *et al.* 2014), as well as aversion to acids (IR64a; Ai *et al.* 2010) and to the microbe-associated odor geosmin (OR56a; Stensmyr *et al.* 2012). Such studies suggest, at least for some odors, that hedonic valence is correlated with the activity of single odor processing channels. However, most ORs do not display such a high degree of ligand specificity (Malnic *et al.* 1999). In fact, odor perception is thought to be most commonly determined by the combined activity of multiple OSN classes. Recent literature suggests that that this is indeed the case; behavioral responses result from patterns of glomerular responses and not necessarily single specialized glomeruli (Badel *et al.* 2016). Furthermore, representations of odor valence have been shown to spatially segregate, with attractive and aversive odor cues activating predominantly medial-projecting and lateral-projecting PNs, respectively (Knaden *et al.* 2012; Knaden and Hansson 2014).

To gain insight into how the olfactory system mediates hedonic responses to ecologically relevant odors, we conducted artificial selection experiments for thirty generations in which we independently selected for positive and negative behavioral responses to two chemical compounds: 2,3-butanedione and cyclohexanone. These compounds are a natural byproduct of yeast fermentation (de Carvalho *et al.* 1991; Mayr *et al.* 2003; Birch *et al.* 2013; Krogerus and Gibson 2013), a mediator of *Drosophila* attraction and oviposition site preference (Becher *et al.* 2012). We also examined the extent to which the response to selection was odorant specific by measuring the olfactory behavior of lines from both selection regimes to a battery of additional odorants. We then performed RNA-seq to identify changes (if any) in gene expression among the artificially selected lines.

## Materials and Methods

### Drosophila maintenance and husbandry

All flies were maintained in bottles on standard cornmeal/agar/molasses media at 25° under a 12:12 hr light-dark cycle. The DGRP-derived advanced intercross population was provided by Dr. Trudy F.C. Mackay (Huang *et al.* 2012). This population was created by crossing 40 lines of the *Drosophila* Genetic Reference Panel (DGRP) in a round-robin design. A single male and female from each cross were placed into each of 10 bottles. For each generation afterward, a subset of flies from each bottle were placed into each of 10 bottles to seed the subsequent generation, such that the census size of this population is N = 800.

### T-maze assay

All behavioral assays were conducted as previously described (Brown *et al.* 2017). Briefly, 30 flies were placed into the center of a T-maze apparatus. After a 1 min acclimation period, flies were given 1 min to choose between one arm of the maze containing the diluted odorant or one arm containing the vehicle only. The number of flies in each arm were counted and then a preference index (PI) was calculated using the formula: PI = (O - N) / (O + N), where O is the number of flies on the odor side and N is the number of flies on the side not containing odor. A positive PI indicates attraction to the odor, whereas a negative PI indicates repulsion. All assays were conducted in the morning, in the dark, at 25° on virgin male and female flies aged 3-7 days post-eclosion. Prior to testing, flies were food-deprived for 14-18 hr on 1% agar (MoorAgar Inc., Rocklin, CA). Each line and sex were tested separately.

### Artificial selection and measurements of olfactory behavior

We artificially selected for positive and negative behavioral responses to 2,3-butanedione (BUT) and cyclohexanone (CYC; Sigma-Aldrich; St. Louis, MO). All behavioral assays were performed using 2,3-butanedione at 0.1% and using cyclohexanone at 0.01%, unless otherwise noted. Artificial selection experiments were performed as previously described (Brown *et al.* 2017). Briefly, behavioral responses to either BUT or CYC were measured in the T-maze as described in the previous section. After each assay, flies from the odor side and non-odor side were collected and maintained separately. Flies collected from the odor side of the T-maze were used to establish the PI^+^ lines, while files from the non-odor side were used to establish the negative PI^-^ lines. Odor-guided behavior was tested until a minimum of 25 females and 25 males were obtained for each of three replicate positive PI (PI^+^) and three negative PI (PI^-^) lines for each selected odorant (6 lines × 2 odorants). Herein we refer to these lines by the odorant used in a given selection regime (BUT or CYC) and the directionality of selection (positive/negative PI; *e.g.*, BUT^+^ or BUT^-^ lines, as specific cases of the generic PI^+^ and PI^-^ terms). To establish the control lines, behavioral assays were conducted in which there was no odor present on either side of the T-maze and flies were collected from one randomly selected side. Three replicate control lines were also generated. This selection regime was repeated for 30 generations. Estimates of realized heritability (*h*^2^) were calculated by regression of the cumulative response to selection against the cumulative selection differential (Falconer and Mackay 1996).

### Assessment of other correlated organismal traits

Additional measurements of olfactory behavior, including a test for symmetrical responses to selection, an assessment of behavioral responses to other odorants, and dose-dependent shifts in olfactory behavior were conducted using the same methods as described above. Locomotor reactivity was measured as described previously (Jordan *et al.* 2006). Briefly, locomotor reactivity was measured as the amount of time a single fly is active within 45 sec immediately following a mechanical disturbance. For each line and sex, 10 replicate measurements were taken on mated flies aged 3-5 days post-eclosion. For longevity and starvation resistance measurements, first instar larvae were transferred into vials at a constant density of 50 individuals per vial (Leips and Mackay 2002). To measure longevity, adults were separated by sex and placed into vials containing 10 flies each and then scored every 24 hr (Linford *et al.* 2013). Every 2-3 days, flies were transferred to fresh media and dead flies removed. To measure starvation resistance, adults were separated by sex and then placed on 1% agar (Harbison *et al.* 2004). Survival was then measured every 8 hr. For each experiment, eight replicate vials were measured for each line and sex. Food consumption was measured using the CAFE assay (Ja *et al.* 2007; Deshpande *et al.* 2014). Briefly, five flies were placed into a vial containing 1% agar as a water source and 5 μL of liquid food within a calibrated glass micropipette (VWR, Radnor, PA). The liquid food was composed of 5% sucrose (Sigma-Aldrich) and 5% yeast extract (Fisher Scientific, Hampton, NH). Flies were habituated for 24 hr prior to testing and then food consumption was quantified during the following 24 hr. To assess evaporation, vials without flies were maintained, and the amount of food consumed was adjusted accordingly. Measurements were taken on mated flies aged 3-5 days post-eclosion. For each line and sex, 12 replicate vials were tested.

### Assessment of physicochemical similarity

For each selection regime, behavioral responses to novel odorants were measured in each of the three PI^+^ and PI^-^ lines, as well as the three control lines. A total of 12 odorants were tested at a concentration of 0.01% and include: ethyl lactate, pentyl acetate, 2-pentanone, 2-heptanone, hexyl acetate, ethyl butyrate, 2-butanone, 6-methyl-5-hepten-2-one, ethyl hexanoate, propyl acetate, acetone, and acetophenone. To assess generalization of valence from selected to similar but novel molecules, we computed the “physicochemical distance” between the selected and novel, a multidimensional metric that integrates over 1600 physical properties (Haddad *et al.* 2008). For each selection regime, we regressed the ΔPI* against the physicochemical distance between the selection and test odorants, where ΔPI^+^ = $\bar{x}$_PI+_ - $\bar{x}$_ctrl_, and ΔPI^-^ = $\bar{x}$_ctrl_ - $\bar{x}$_PI_- ($\bar{x}$ is the mean of the replicates).

### Statistical analysis

For measurements of olfactory behavior, locomotion, food consumption, lifespan, and starvation resistance, we performed a nested mixed model analysis of variance (ANOVA), where Y = μ + Selection + Line (Selection) + Sex +Selection x Sex + Line (Selection) x Sex + ε. Selection is the fixed effect of selection treatment (PI^+^, PI^-^, or control), Line is the random effect of replicate within each selection regime, Sex is the fixed effect of sex, and ε indicates error. If no significant difference between sexes was observed, the data were pooled. *Post-hoc* analyses were conducted using Tukey’s HSD test. For the analysis of physicochemical similarity, we performed a linear regression. All data were analyzed using JMP 12.0 software (SAS Institute Inc., Cary, NC).

### RNA isolation and sequencing

Whole heads from 100 female adult flies, aged 3-7 days post-eclosion, were dissected on dry ice in the morning. Two independent biological samples were collected for each of the three replicate PI^+^ and PI^-^ selection lines for each odor as well as from the three unselected control populations. Collection of each sample was randomized and occurred over a five-day period. Heads were mechanically crushed using RNase-free pestles and total RNA was isolated using the RNeasy Mini Kit (Qiagen, Valencia, CA). Total RNA was sent to the Weill Cornell Medical College Genomics Resources Core Facility for RNA sequencing using standard protocols. There, cDNA libraries were generated from each sample and then sequenced using Illumina HiSeq4000 to generate 100 bp reads.

### RNA-Seq processing and analysis

Raw sequencing data were filtered for adapter contamination using the program Trim Galore! (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore), allowing for a maximum error rate of zero. The Cutadapt program was then used to trim low quality sequences that have Phred scores below 20 as well as remove reads shorter than 30 bp from the analysis (Martin 2011). The remaining RNA-seq reads were then aligned to the *Drosophila melanogaster* reference genome (version 6.10; Attrill *et al.* 2016) using STAR (Dobin *et al.* 2013). Differentially expressed genes between selection regimes were identified using the Bioconductor EdgeR package (Robinson *et al.* 2010). Raw read counts were filtered so that only genes that contain at least 1 read per million in at least half the samples were used for subsequent analyses. The data were then normalized for library size using the *calcNormFactors function*. To identify differential gene expression among the PI^+^, PI^-^, and the control treatments, three comparisons were performed for each odorant: (1) PI^+^ *vs.* control, (2) PI^+^ *vs.* PI^-^, and (3) PI^-^ *vs.* control. Rather than statistically nesting lines within the selection groups, the lines from each group were pooled for each pairwise comparison in order maximize detection of differences in gene expression. To account for multiple testing, we applied a FDR of 0.1.

### Functional annotation

The program Panther was used determine overrepresentation of Gene Ontology (GO) terms (Mi *et al.* 2013; Mi *et al.* 2017; Mi *et al.* 2019). A total of six lists were composed, of genes that survived the FDR of 0.1 from each pairwise comparison, as mentioned above. Each gene list was then separately provided to the software and annotated. For functional annotation of each dataset was done with the PANTHER GO Slim function (reference organism: *Drosophila melanogaster*). The statistical parameters were Fisher’s Exact test combined with a False Discovery Rate correction. The PANTHER-suggested defaults were used for all other options, including the nature of annotations used.

### Data availability

The RNA-seq data reported in this paper have been deposited on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus under accession number GSE144433 and is publicly accessible at https://www.ncbi.nlm.nih.gov/geo/. All other data necessary to confirm the conclusions presented in this article are present within this article, figures, tables, and supplemental materials. Supplemental material available at figshare: https://doi.org/10.25387/g3.9956633.

## Results

### Artificial selection for olfactory behavior

To understand the mechanisms underlying olfactory behavior, we performed artificial selection experiments using the DGRP-derived advanced intercross population, an outbred base population derived from the *Drosophila* Genetic Reference Panel (DGRP; Huang *et al.* 2012). Dose response curves to two odorants, 2,3-butanedione (BUT) and cyclohexanone (CYC), yielded concentration-specific differences in behavioral responses (Figure 1A, B; Supplemental material, Table S1) and based on these, we selected a single odorant concentration with which to carry out artificial selection: 0.1% for BUT and 0.01% for CYC. For each odorant, we applied artificial selection and generated three replicate lines for positive PI responses and three for negative (Figure 1C, D; Supplemental material, Table S2). Three replicate unselected control lines were also generated. Behavioral responses to each odorant were measured for the two selection groups (^+^/^-^) and the control. Bisymmetrical responses to selection were found under both selection regimes, with significant differences between the selection treatments and the control (Figure 1E, F; Supplemental material, Table S3). The BUT^+^ treatment had an average PI of 0.41 (± 0.08 SE), the BUT^-^ treatment -0.36 (± 0.09), and the control treatment 0.05 (± 0.06). The CYC^+^ treatment averaged 0.065 (± 0.06), the CYC^-^ -0.31 (± 0.08), and the control 0.07 (± 0.06). These differences are not the result of a general change in locomotion because there was no significant difference in locomotor reactivity among the selection treatments (Supplemental material, Figure S1; Supplemental material, Table S4).

**Figure 1:**
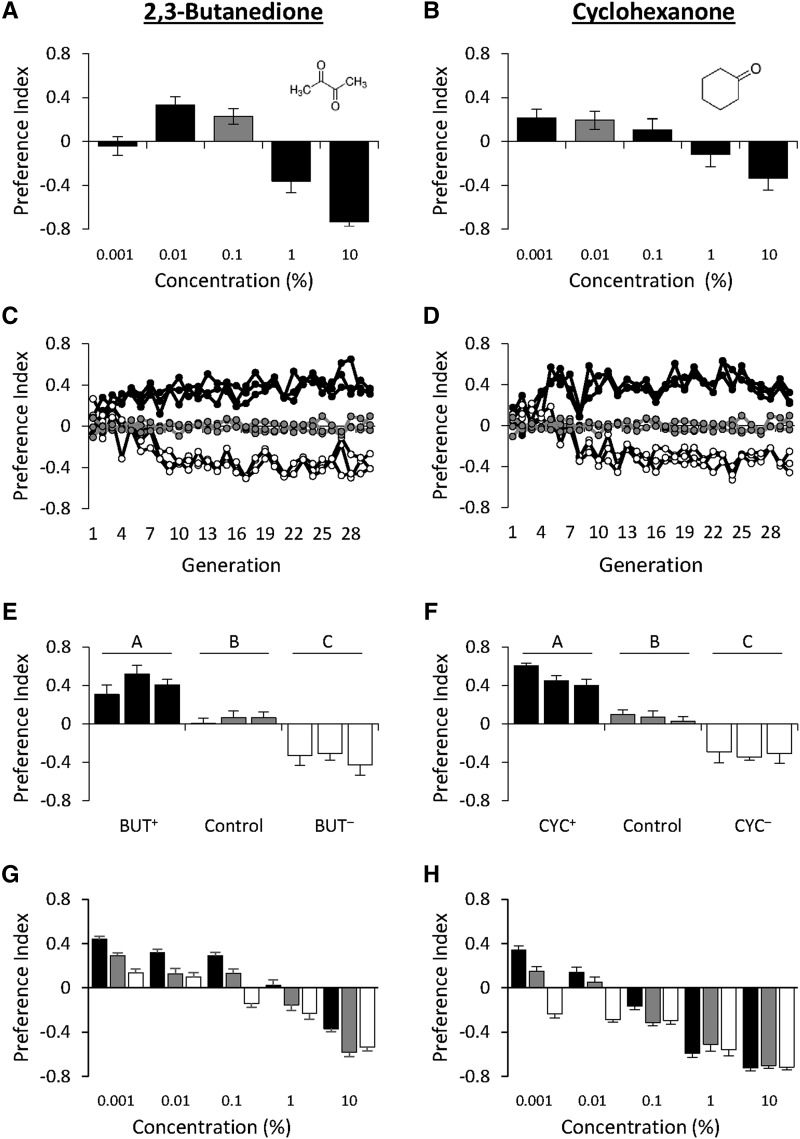
Behavioral responses to 2,3-butanedione or cyclohexanone. (A and B) Dose response curves of the base population to (A) 2,3-butanedione and (B) cyclohexanone. Gray bars indicate the concentration used for selection. Data shown are means ± SE. N = 20. (C and D) Response to selection for attractive and aversive behavioral responses to (C) 2,3-butanedione and (D) cyclohexanone. Mean PI at each generation for the three replicate PI^+^ lines (black dots), three PI^-^ lines (white dots), and three control lines (gray dots) are shown. N = 6. (E and F) Assessment of divergent selection for behavioral responses to (E) 2,3-butanedione and (F) cyclohexanone relative to control. Data shown are means ± SE. Letters indicate *P* < 0.05 using Tukey’s *post hoc* test. N = 20. (G and H) Dose response curves of each selection regime after selection for behavioral responses to (G) 2,3-butanedione and (H) cyclohexanone. At each concentration, mean PI of one representative PI^+^ (black bars), PI^-^(white bars), and control treatment (gray bars) are shown. Data shown are means ± SE. N = 20.

For each selected odor, we next estimated the realized heritability (*h*^2^) of olfactory behavior from the regressions of the cumulative response to selection onto the cumulative selection differential (Falconer and Mackay 1996). For the BUT selection regime (Supplemental material, Figure S2a), estimates of realized heritability for the three replicate BUT^+^ lines were: 1: *h*^2^*=*0.2301 ± 0.0130 (*P* < 0.0001), 2: *h*^2^*=*0.2560 ± 0.0066 (*P* < 0.0001), and 3: *h*^2^*=*0.1896 ± 0.0124 (*P* < 0.0001). Estimates of realized heritability for the three replicate BUT^-^ lines were: 1: *h*^2^*=*0.1748 ± 0.0297 (*P* < 0.0001), 2: *h*^2^*=*0.1890 ± 0.2620 (*P* < 0.0001), and 3: *h*^2^*=*0.1421 ± 0.0387 (*P* < 0.0016). For the CYC selection regime (Supplemental material, Figure S2b), estimates of realized heritability for the three replicate CYC^+^ lines were: 1: *h*^2^*=*0.4659 ± 0.0272 (*P* < 0.0001), 2: *h*^2^*=*0.3109 ± 0.0271 (*P* < 0.0001), and 3: *h*^2^*=*0.4614 ± 0.0284 (*P* < 0.0001). Estimates of realized heritability for the three replicate CYC^-^ lines were: 1: *h*^2^*=*0.1123 ± 0.0204 (*P* < 0.0001), 2: *h*^2^*=*0.1168 ± 0.0202 (*P* < 0.0001), and 3: *h*^2^*=*0.1044 ± 0.0206 (*P* < 0.0001). For both BUT and CYC selection regimes, the selection response was asymmetrical, with selection for PI^+^ stronger than selection for PI^-^.

Finally, we examined whether differences among the selected treatments indicated an experimentally induced shift in sensitivity, or if it indicated a binary ‘switch’ in the hedonic valence of odorants. If the former is true, we hypothesized a shift in the dose-response curves for the two selection treatments away from one another, with PI^+^ shifting toward higher concentrations and PI^-^ shifting toward lower concentrations; if the latter is true, there would be no concentration at which the odorant gave a negative (for PI^+^) or positive (for PI^-^) response. We found the former: a relative shift in the dose response curves of the selected treatments for both the BUT and CYC selection regimes, in the directions predicted (Figure 1G, H; Supplemental material, Table S5).

### Other organismal traits - responses correlated with selection

We tested whether other traits were correlated with selection by measuring food consumption, lifespan, and starvation resistance because olfaction has been shown to influence these traits (Libert *et al.* 2007; Gendron *et al.* 2014; Pool and Scott 2014; Wright 2016). Regarding food consumption, there were significant differences for the BUT selection regime (Figure 2A; Supplemental material, Table S4). The BUT^+^ treatment consumed significantly more than the BUT^-^ and control treatments, with an average of 1.89 ± 0.05 µL and 1.70 ± 0.05 µL per 24 hr, respectively, and 1.56 ± 0.05 µL for the control treatment. For the CYC selection regime, there was no difference among selection treatments (Figure 2B; Supplemental material, Table S4). With regard to lifespan, no significant differences were observed in the BUT selection regime among selection treatments (Figure 2C; Supplemental material, Table S6). But, regard the CYC selection regime, we found that the female CYC^+^ treatment lived for a significantly longer time than the female CYC^-^ and control treatments, with mean survival of 51.23 ± 0.92, 44.10 ± 0.98, and 49.67 ± 0.97 days, respectively (Figure 2D). Finally, for measurements of starvation resistance, although we found significant differences in survivorship among selection treatments for both selection regimes, we also observed a significant effect of line (Supplemental material, Figure S2; Supplemental material, Table S6).

**Figure 2:**
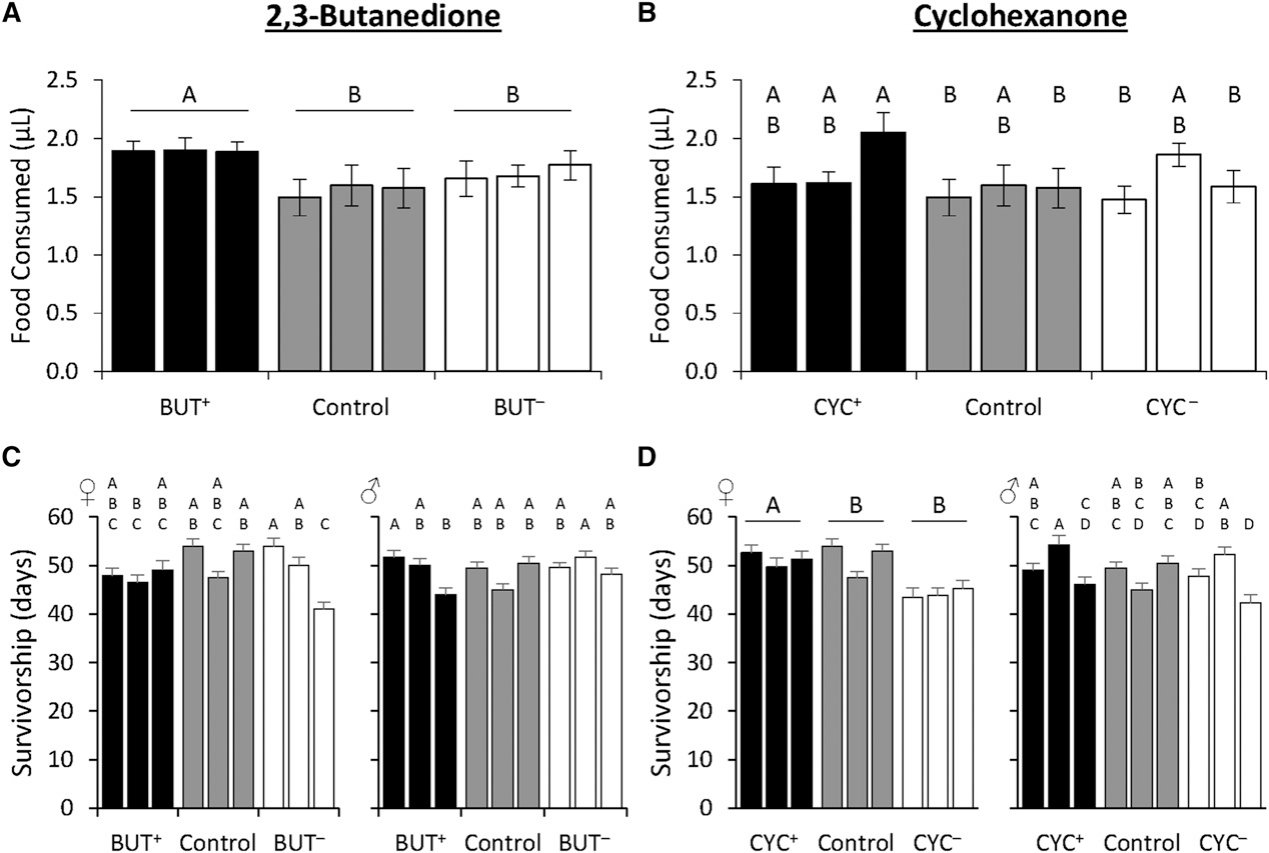
Correlated responses to selection for behavioral responses to 2,3-butanedione and cyclohexanone are sex-, odorant-, and trait-specific. (A and B) Mean food consumption for the three replicate PI^+^ (black bars), PI^-^ (white bars), and control treatments (gray bars) are shown. N = 12. (C and D) Mean survivorship for the three replicate PI^+^ (black bars), PI^-^ (white bars), and control (gray bars) are shown for each sex. N = 70. Data shown are means ± SE. Letters indicate *P* < 0.05 using Tukey’s *post hoc* test.

### Olfaction – specificity of response to odorants

To determine whether selecting for valence behavior can cause it to be generalized from the selection odorant to a novel one, we measured behavioral responses of the BUT selected treatments to CYC, and vice versa. We hypothesized that lines selected for divergent responses to BUT, for example, would also exhibit divergent responses to CYC and vice versa. This hypothesis was based on the previous work examining the ligand specificity of the *D. melanogaster* odorant receptors, in which it was shown that structurally similar odorants typically have similar binding affinities and therefore will elicit similar behavioral responses (Khan *et al.* 2007). We observed a slight, but significant difference in olfactory behavior between BUT^+^ and BUT^-^ treatments in response to CYC. However, the same was not true for the opposite comparison (Supplemental material, Figure S4; Supplemental material, Table S7), suggesting that this hypothesis is only partially supported and generalization may be specific to the BUT selection regime.

For each selection regime, the potential for generalization was further examined by measuring the responses of the selection treatments and controls to a set of 12 additional ‘test’ odorants. These odorants were selected based on their structural similarity/dissimilarity with BUT and/or CYC. We tested whether (a) within a given selection regime there were test odorants that produced responses in the PI^+^ and PI^-^ treatments that mirrored the responses to the selection odorants, which would indicate that the effects of selection included attributing hedonic valence to other, presumably similar, odorants, and whether (b) patterns of PI differ between BUT and CYC selection treatments, which could indicate that different genetic/neural circuitry was recruited during the response to these selection odors.

Within the BUT selection regime, in five cases there was some evidence of generalization to a test odorant (ethyl lactate, pentyl acetate, 2-pentanone, 2-heptanone, hexyl acetate). Namely, the pattern of responses to these odorants was similar to their responses to BUT, in that the BUT^+^ and BUT^-^ treatments showed positive and negative responses, respectively, to these five test odorants (Figure 3; Supplemental material, Table S7). However, the responses of the BUT^+^ and BUT^-^ treatments to these odorants did not always differ from the control treatment (usually the BUT^-^ line). Nevertheless, responses to these five odorants are markedly different from responses to the other seven test odorants, which were nearly uniformly attractive in both selection regimes, and thus showed no evidence of a generalization effect. In the case of the CYC selection regime, there was no test odorant for which the PI of both CYC^+^ and CYC^-^ treatments were different in both mean and sign (Figure 4; Supplemental material, Table S7). In fact, in all but one case, the test odorants elicited attraction in both the CYC^+^ and CYC^-^ treatments (exception: 2-pentanone was aversive to both selection lines and control).

**Figure 3:**
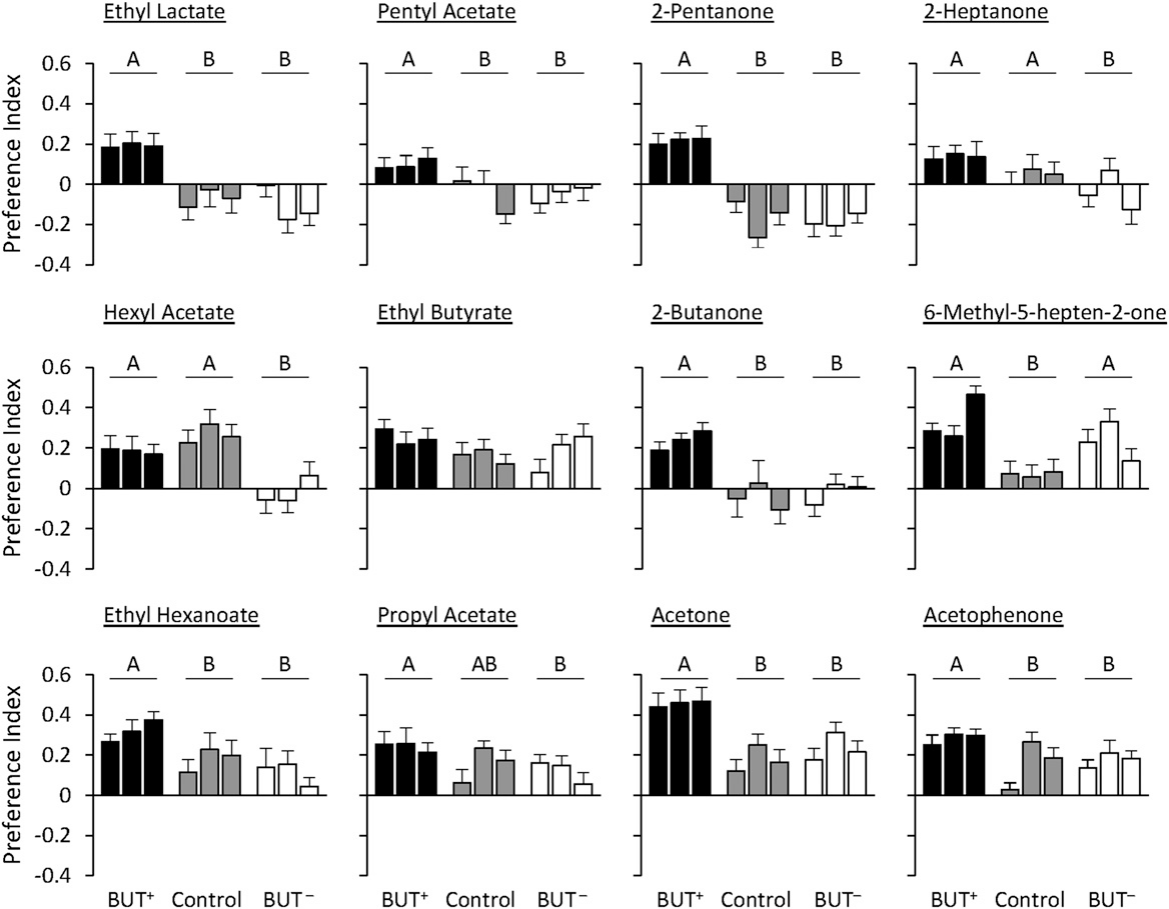
Olfactory behavioral responses of lines selected for 2,3-butanedione (BUT) to additional odorants. Behavioral responses for the three replicate BUT^+^ (black bars), BUT^-^ (white bars), and control treatments (gray bars) are shown for each sex. N = 20. Data shown are means ± SE. Letters indicate *P* < 0.05 using Tukey’s *post hoc* test.

**Figure 4:**
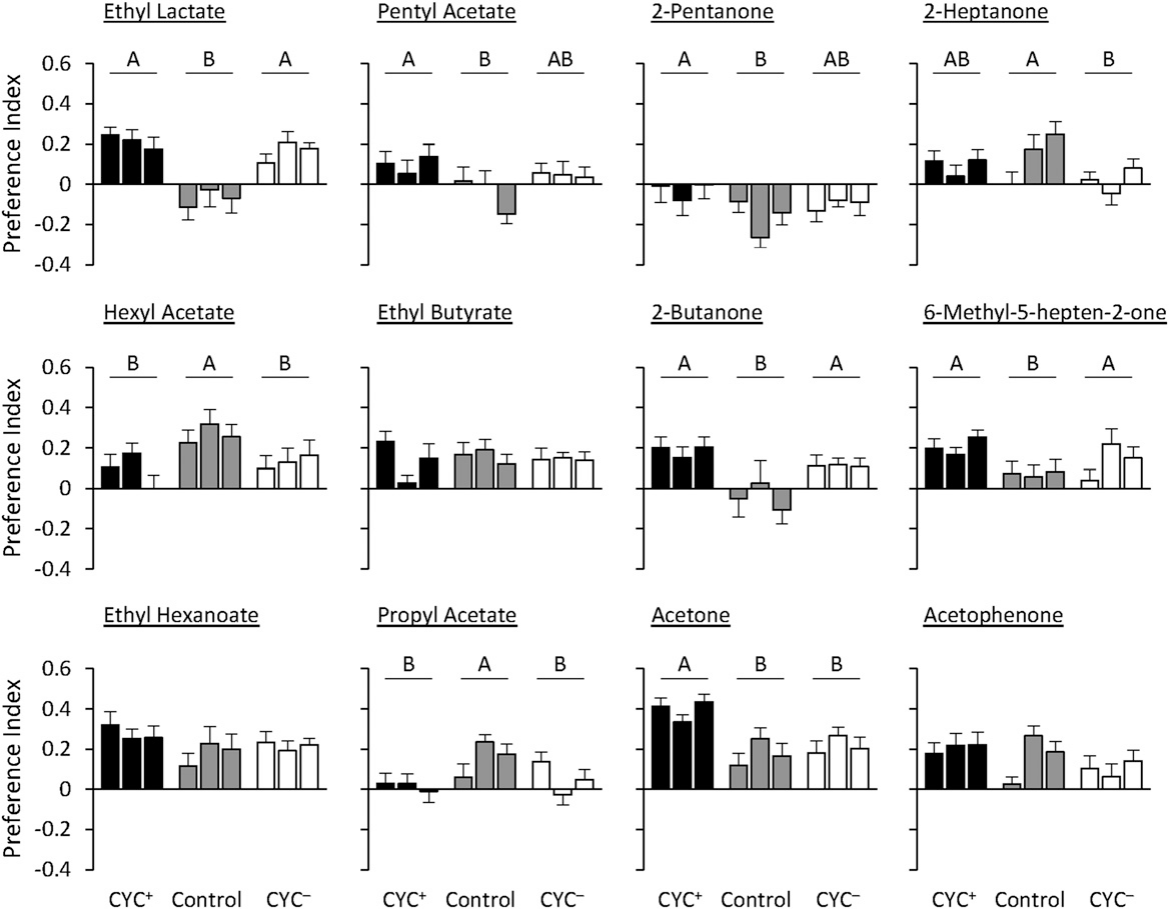
Olfactory behavioral responses of lines selected for cyclohexanone (CYC) to additional odorants. Behavioral responses for the three replicate CYC^+^ (black bars), CYC^-^ (white bars), and control treatments (gray bars) are shown for each sex. N = 20. Data shown are means ± SE. Letters indicate *P* < 0.05 using Tukey’s *post hoc* test.

The PI patterns of BUT, CYC, and control treatments for two odorants, ethyl lactate and 2-pentanone, differ by selection regime. Responses of the PI^-^ treatments to ethyl lactate were opposite in valence (BUT^-^ were repelled, CYC^-^ were attracted), as were responses of the PI^+^ treatments to 2-pentanone (BUT+ were attracted, CYC^+^ were repelled). Overall, these comparisons show that the mechanisms underlying responses to novel test odorants are, in some cases, differentially affected by different selection odors.

To determine whether generalization of valence from the odorant used for the selection regime(s) to a novel one can be explained by the physical similarity between the two, we calculated the physicochemical distance. For the BUT selection regime there was a significant negative correlation between ΔPI^+^ and physicochemical distance (Figure 5A). This indicates that the more similar the test and selection odorants are, the more likely the flies are to respond similarly to them (*P* = 0.0234). There was a significant positive correlation between ΔPI^-^ and physicochemical distance (Figure 5B), again showing that if the two odorants are similar, the flies are likely to respond similarly (*P* = 0.0280). In contrast, for the CYC selection treatment there were no significant correlations between ΔPI^+^ or ΔPI^-^ and physicochemical distance (Supplemental material, Figure S5), suggesting that the behavioral responses to the test odorants are not associated with their physical similarities to CYC.

**Figure 5:**
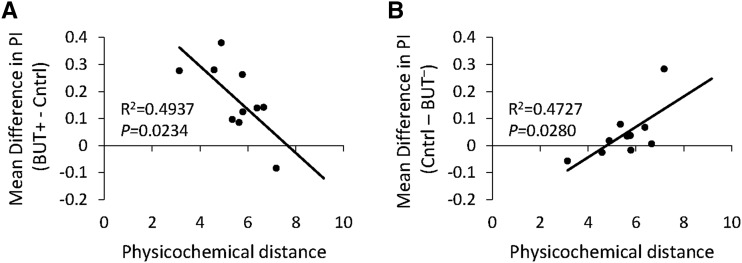
Linear regression analyses reveal a significant correlation between mean PI and physicochemical similarity among lines selected for behavioral responses to 2,3-butanedione (BUT). (A) There is a significant negative correlation between PI and physicochemical distance. The mean difference in PI was calculated by subtracting the mean PI of the three replicate control lines from the mean PI of the three replicate BUT^+^ lines. (B) There is a significant positive correlation between PI and physicochemical distance. The mean difference in PI was calculated by subtracting the mean PI of the three replicate BUT^-^ lines from the mean PI of the three replicate control lines. Physical distance was calculated as described in Haddad *et al.* (2008).

### Transcriptional response to selection for odor-guided behavior

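Gene expression was measured in pools of 100 female heads from flies aged 3 to 7 days. The pools came from 15 populations, with 3 replicate lines each of the BUT+, BUT-, CYC+, CYC- and control treatments, and 2 pools per line gave 30 cDNA libraries, 6 per treatment. The deposited values are the authors' whole-number counts of reads per gene, without normalization. Before counting, the authors removed adapters with Trim Galore!, trimmed low-quality bases with Cutadapt and aligned the reads to the *Drosophila melanogaster* genome with STAR. The paper's text does not name the counting tool, whether strand was used, or how reads that map to several genes were treated, so values for paralogs and overlapping genes are uncertain. The total count per library ranged from 27846591 to 32105862 in BUT+ (median 28498110), from 27532283 to 38146126 in BUT- (median 34213176), from 24909866 to 38138963 in CYC+ (median 29377898), from 23926270 to 38621924 in CYC- (median 35745712) and from 21194086 to 38248863 in the control (median 28815494). Genes with at least 1 CPM (the count scaled by the library's total count) in at least 15 of the 30 libraries were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization with calcNormFactors, in a single fit with 5 treatment means. Genes with an adjusted p under 0.1 were called differentially expressed, and the lines of a treatment were pooled, as in the paper's methods. Expression values are given as TMM-normalized CPM, averaged over the 2 libraries of each line and then over the 3 lines. Pooling treats the 2 libraries of a line as separate samples of the treatment, while the treatments were applied to 3 lines each.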

To examine the genetic mechanisms that contribute to attractive and aversive behavioral responses, we conducted RNA-seq analyses on both BUT and CYC selected lines and unselected controls. Differentially expressed genes were identified from whole heads, so as to include in the analysis genes expressed in both the brain and the peripheral olfactory organs. We obtained a total of 1,085,658,389 100-bp reads from 30 cDNA libraries (Supplemental material, Table S8). 

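Over the 30 libraries, 933300369 reads were counted on genes in the deposited files, with a median of 29967406 per library. The first sample of each line had a median of 27846591 counted reads and the second sample a median of 35029659. A library of 21194086 counted reads, the smallest, reaches 1 CPM with about 21.2 reads.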

After quality filtering, 95.74% could be aligned to the *Drosophila melanogaster* genome and 96.88% of these reads mapped uniquely. 

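Every deposited library listed the same 17471 genes, and 1576 of them had no read in any library. At 1 CPM in at least 15 of the 30 libraries, 9240 genes passed the filter. Requiring 1 CPM in all 30 libraries left 8763 genes, and TMM effective library sizes in place of total counts left 9245. Of the listed identifiers, 17242 (98.7%) matched a gene with a position in the annotation used for coordinates.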

Of the 17,471 annotated genes (Attrill *et al.* 2016), 8,765 genes had at least one read per million in at least half the samples (Supplemental material, Table S9). This set of genes was used for subsequent analyses.

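The 2 libraries of a line were more alike than libraries of the same treatment in general. The consensus correlation between libraries of one line, beyond their treatment mean, was 0.144 by limma's duplicateCorrelation on voom values. The deviations of same-numbered lines from their treatment means had a mean correlation of -0.057 across treatments, a correlation across genes, which are not independent replicates.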

For both selection regimes, we made three comparisons of gene expression (1) PI^+^ *vs.* control, (2) PI^+^ *vs.* PI^**-**^, and (3) PI^-^ *vs.* control. 

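With lines pooled, 276 genes were called in BUT+ *vs.* control (141 higher and 135 lower in BUT+), 61 in BUT+ *vs.* BUT- (32 higher and 29 lower in BUT+) and 434 in BUT- *vs.* control (189 higher and 245 lower in BUT-). Most changes were small: 25, 8 and 32 of these genes changed by at least 1 on the log2 scale. The setting that lowered all 3 counts furthest while keeping every library was summing the 2 libraries of each line, which left 10, 9 and 23 genes from 3 lines against 3. DESeq2 raised the counts to 422, 129 and 590 genes, and a fit of only the 12 libraries compared gave 589, 166 and 394. Within the first sample of each line the same test called 2, 0 and 2 genes, and within the second sample 7, 14 and 9.
The smallest adjusted p-values belonged to forked (*f*), *Traf4* and *CG32750*. Forked (FBgn0262111, X chromosome of the release 6 genome, 17232942 to 17280964) was at 1.98 ± 0.212 CPM (SD, n = 3 lines) in BUT+, 2.40 ± 0.317 in BUT- and 5.93 ± 0.570 in the control. Its log2 fold change was -1.58 in BUT+ *vs.* control (standard error 0.16, adjusted p = 6.16e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.31 in BUT- *vs.* control (standard error 0.15, adjusted p = 1.14e-05 from the same edgeR test). *CG32750* (FBgn0052750, X chromosome, 6194737 to 6196439) was at 1.67 ± 0.178 in BUT- against 10.2 ± 4.37 in BUT+ and 13.4 ± 5.75 in the control, with a log2 fold change of -3.01 in BUT- *vs.* control (standard error 0.29, adjusted p = 2.73e-07 from the edgeR test). *Traf4* (FBgn0026319, chromosome 2L, 4361925 to 4380716) was higher in BUT+ than in the control by 0.70 and than in BUT- by 0.53 on the log2 scale (adjusted p = 1.05e-06 and 0.000256 from the edgeR test). All 15 fits that each left out 1 line called these genes in these comparisons.

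**Figure D1:**
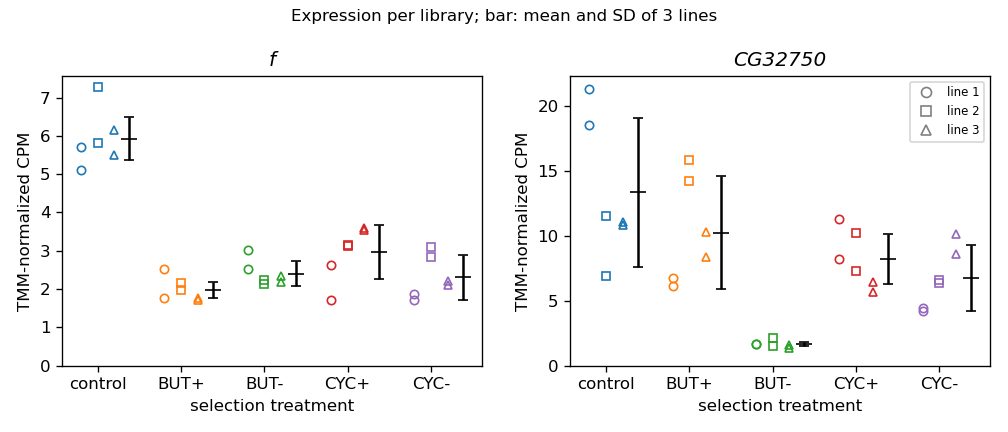
Expression of *f* and *CG32750* in TMM-normalized CPM (vertical axis, from 0) by selection treatment. Open symbols are the 6 libraries of each treatment, with a shape per line, and the bars are the mean and SD of the 3 line means, which for *f* were 5.93 in the control and 1.98 in BUT+.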

In the BUT selection regime, 94, 114, and 188 genes were significantly differentially expressed in the BUT^+^ *vs.* control, BUT^+^ *vs.* BUT^-^, and BUT^-^ *vs.* control comparisons, respectively (Figure 6A; Supplemental material, Table S10-S12). In the CYC selection regime, a total of 152, 67, and 102 genes were significantly differentially expressed in the same respective comparisons (Figure 6B; Supplemental material, Table S13-S15). 

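In the deposited counts, 649 genes were called in CYC+ *vs.* control (304 higher and 345 lower in CYC+), 142 in CYC+ *vs.* CYC- (79 higher and 63 lower in CYC+) and 346 in CYC- *vs.* control (132 higher and 214 lower in CYC-). Of these, 60, 17 and 31 changed by at least 1 on the log2 scale. After the 2 libraries of each line were summed, 146, 0 and 42 genes were called, and DESeq2 called 878, 331 and 481. A fit of only the 12 libraries compared gave 268, 12 and 192. The first samples alone gave 189, 12 and 3 genes and the second samples alone 370, 0 and 524.
*CG5653* (FBgn0035943, chromosome 3L, 8964912 to 8966374) was at 23.7 ± 10.4 CPM (SD, n = 3 lines) in the control, 5.98 ± 1.43 in CYC+ and 4.36 ± 0.831 in CYC-, log2 fold changes of -1.99 and -2.45 (adjusted p = 0.000269 and 4.91e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Inx3* (FBgn0265274, chromosome 3R, 28853606 to 28859497) was lower in CYC+ than in the control by a smaller amount, 106 ± 2.75 against 148 ± 7.33 (log2 fold change -0.48, standard error 0.07, adjusted p = 0.000269 from the edgeR test). Forked, at 2.30 ± 0.598 in CYC-, differed from the control there as well (log2 fold change -1.36, adjusted p = 4.91e-06 from the edgeR test). In CYC+ forked was at 2.96 ± 0.709, with every line mean below those of the control. The control thus lay above every selected treatment for forked, and a shift of the control lines alone is not excluded for it. Between CYC+ and CYC-, *CG6912* (FBgn0038290, chromosome 3R, 15135138 to 15137004) was at 9.05 ± 1.53 against 27.9 ± 9.47 (log2 fold change -1.63, standard error 0.24, adjusted p = 0.00216 from the edgeR test), and *eIF4H1* (FBgn0262734, X chromosome, 16448665 to 16454972) at 137 ± 6.23 against 170 ± 2.81 (log2 fold change -0.31, standard error 0.05, adjusted p = 0.00454 from the edgeR test).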

We found that 20 and 17 genes were shared between the PI^+^ *vs.* control and PI^+^ *vs.* PI^-^ comparisons in the BUT and CYC selection regimes respectively (Figure 6C,D), which may be associated with positive valence. 

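In these counts, 17 genes were called in both BUT+ comparisons, and all 17 differed in the same direction from the control and from BUT-, 6 of them higher in BUT+. For CYC+ the number was 55, again all in one direction, with 25 higher in CYC+. Both comparisons of a regime share the PI+ libraries, which favors a common direction, so this agreement is not separate evidence. At an adjusted p under 0.05 these numbers were 5 and 15.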

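The BUT+ *vs.* BUT- and BUT- *vs.* control comparisons shared 27 called genes, 26 of which were changed in BUT- in the same direction against both, and 10 of the 27 were higher in BUT- than in the control. The corresponding CYC comparisons shared 28 genes, 27 of them changed in the same direction in CYC- against both, with 11 higher in CYC- than in the control. Here the shared PI- libraries likewise favor a common direction.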

In PI^+^ *vs.* PI^-^ and PI^-^ *vs.* control comparisons there were 29 and 13 genes shared in the respective BUT and CYC selection regimes (Figure 6C,D), comprising genes that may contribute to negative valence. Finally, in the BUT selection regime, only one gene was differentially expressed in all comparisons regardless of selection for PI^+^ or PI^-^ behavioral responses (Figure 6C), suggesting that this gene may contribute to generalized changes in olfactory behavior regardless of hedonic value. 

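A single gene, *CG31809* (FBgn0051809, chromosome 2L, 16853620 to 16858714), was called in all 3 BUT comparisons of the deposited counts. It was at 4.21 ± 1.30 CPM (SD, n = 3 lines) in BUT+, 7.34 ± 1.60 in BUT- and 11.7 ± 1.72 in the control. Its log2 fold change was -1.48 in BUT+ *vs.* control, -0.81 in BUT+ *vs.* BUT- and -0.67 in BUT- *vs.* control (adjusted p = 0.000168, 0.0952 and 0.0672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 line left out in turn, the call in BUT+ *vs.* BUT- was made in 8 of 15 fits, which include fits without a CYC line. No gene was called in all 3 BUT comparisons without control line 1 or 3, BUT+ line 2 or 3, or any of the BUT- lines. Without control line 2 or without BUT+ line 1 the number was 3.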

No such genes were identified in the CYC selection regime.

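In the deposited counts, 2 genes were called in all 3 CYC comparisons, *CG1552* (FBgn0030258, X chromosome, 11052171 to 11053556) and *CG6912*. *CG1552* was at 162 ± 16.4 CPM (SD, n = 3 lines) in CYC+, 135 ± 1.01 in CYC- and 114 ± 5.57 in the control. Its log2 fold change was 0.50 in CYC+ *vs.* control, 0.26 in CYC+ *vs.* CYC- and 0.24 in CYC- *vs.* control (adjusted p = 0.000269, 0.0859 and 0.0800 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG6912* was at 15.5 ± 1.14 in the control, between its levels in CYC+ and CYC-, with log2 fold changes of -0.77 and 0.86 against the control (adjusted p = 0.0674 and 0.0550 from the edgeR test). Single control libraries ranged from 9.68 to 21.9 CPM, both extremes in line 2. That range overlapped the libraries of CYC+ (6.42 to 10.9) and of CYC- (13.2 to 40.0). At an adjusted p under 0.05 neither gene was called in all 3. From the sharing of genes between comparisons, the paper proposes that genes shared by the PI+ comparisons may be associated with positive valence and those shared by the PI- comparisons with negative valence, and that a gene changed in all comparisons may contribute to olfactory behavior regardless of hedonic value.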

**Figure 6:**
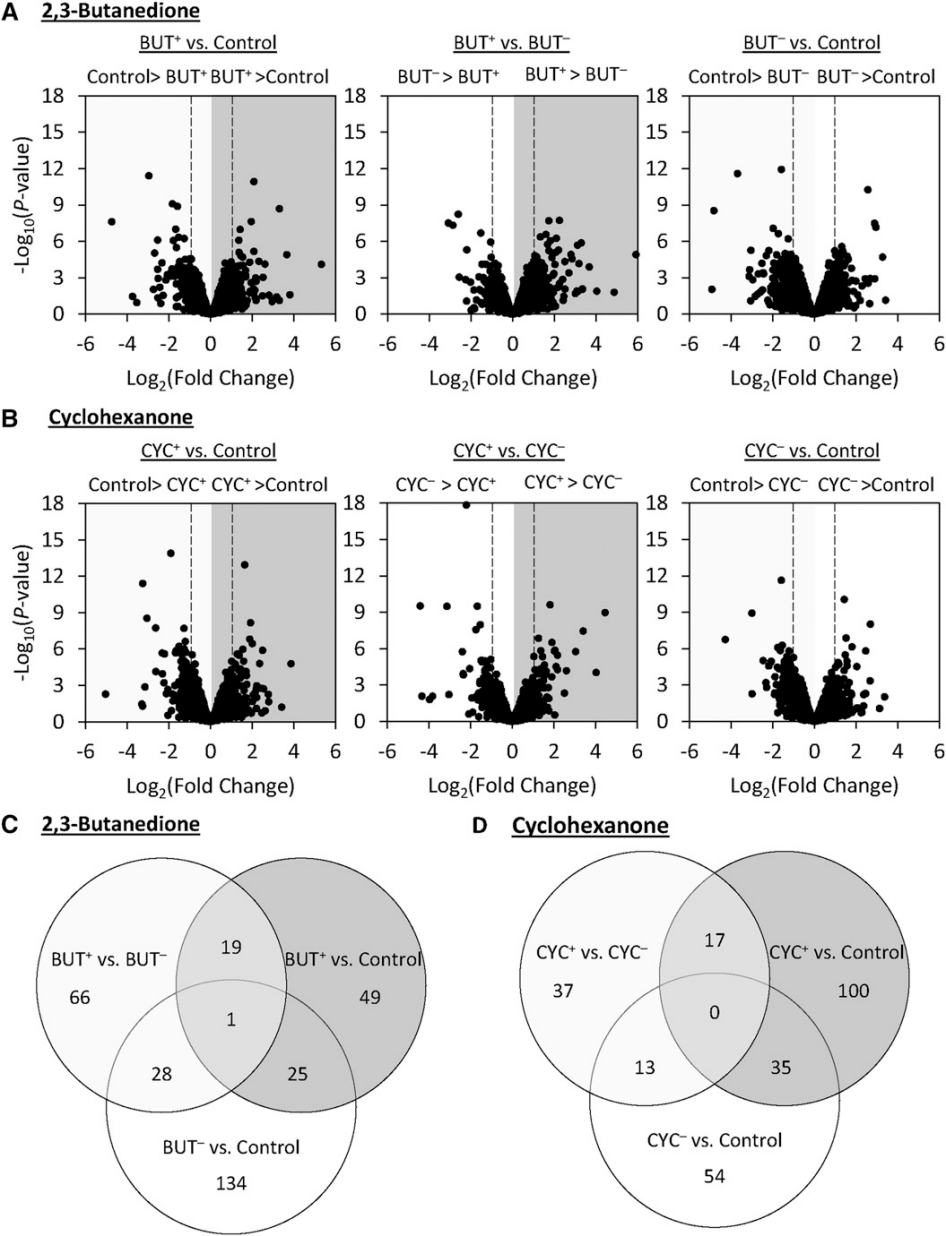
RNA-seq analyses of lines artificially selected for behavioral responses to 2,3-butanedione or cyclohexanone, as well as unselected controls. (A and B) Volcano plots of RNA-seq results for each pairwise comparison. For each comparison, the selection treatment to the left of the > symbol is upregulated, whereas the selection treatment to the right is downregulated. Vertical dashed lines represent a twofold threshold. (C and D) Venn diagrams illustrating the number of differentially expressed genes that are either unique or overlap between each pairwise comparison.

For each selection regime, the differentially expressed genes were annotated for specific Gene Ontology (GO) terms. We then assessed whether there was an overrepresentation of specific GO term(s) in the differentially expressed gene sets (Figure 7; Supplemental material, Table S16). For the BUT^+^ *vs.* BUT^-^ and BUT^-^ *vs.* control comparisons, we found significant overrepresentation for the biological process GO term, ‘sulfur compound metabolic process’ which is a subclass of the ‘cellular process’ GO term (Figure 7A,B). 

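The glutathione S-transferase genes, which conjugate glutathione to reactive compounds, number 35 in the files by symbol, and 30 passed the low-count filter. In BUT+ *vs.* BUT- none of the 30 was called, and 2 had an unadjusted p under 0.05. In BUT- *vs.* control 2 were called, 6.67% against 4.70% of all genes tested (odds ratio 1.45, two-sided Fisher's exact test p = 0.650, 1 after Benjamini-Hochberg adjustment over 6 comparisons). The called genes were *GstE14* (FBgn0033817, chromosome 2R, 13239729 to 13241013), at 19.9 ± 2.45 CPM (SD, n = 3 lines) in BUT- against 28.6 ± 3.54 in the control, and *GstE5* (FBgn0063495, chromosome 2R, 18404605 to 18405338), at 6.92 ± 3.30 against 11.8 ± 1.82. Their log2 fold changes were -0.52 and -0.76 (adjusted p = 0.0280 and 0.0802 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the *GstE5* value in BUT- was 3.13 in line 1 against 9.17 and 8.46 in lines 2 and 3. *GstD9*, *GstZ2* and cystathionine β-synthase (*Cbs*) had log2 fold changes of -0.33, -0.29 and -0.39 in BUT- *vs.* control, with adjusted p-values of 0.475, 0.375 and 0.334 from the edgeR test. In BUT+ *vs.* BUT-, *GstD1*, *GstD3* and *GstE5* had log2 fold changes of 0.06, 0.03 and 0.25, with adjusted p-values of 0.914, 0.971 and 0.760 from the edgeR test. The *GstD* genes lie side by side on chromosome 3R and most *GstE* genes on 2R, and reads shared between such paralogs could be split by the counting. Membership of the GO term was not analysed here.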

Included within this term are genes belonging to the glutathione S-transferase (Gst) family (BUT^+^ *vs.* BUT^-^: *GstD1*, *GstD3*, *GstD10*, *GstE5*, *GstE8*; BUT^-^ *vs.* control: Cystathionine β-synthase, *GstD9*, *GstD10*, *GstE5*, *GstE8*, *GstE14*, *GstZ2*). The terms ‘cell-cell adhesion’ and ‘translation’ were also overrepresented in the BUT^-^ *vs.* control comparison (Figure 7B), which are subclasses of the ‘biological adhesion’ and ‘metabolic process’ GO terms, respectively. For the CYC selection regime the terms ‘RNA metabolic process’ and ‘nitrogen compound metabolic process’- both of which are a subclass of the ‘metabolic process’ GO term, as well as ‘cellular component biogenesis’- a subclass of ‘cellular component organization’ GO terms, were significantly overrepresented in CYC^+^ compared to control (Figure 7C). Moreover, we again found significant overrepresentation of the GO term ‘sulfur compound metabolic process’ in the CYC^+^ *vs.* CYC^-^ comparison, as well as the term ‘cellular amino acid metabolic process’, both belonging to the subclass ‘cellular process’ (Figure 7D). 

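In CYC+ *vs.* CYC-, none of the 30 tested glutathione S-transferase genes was called after adjustment over all genes, and 6 had an unadjusted p under 0.05. With the adjustment made over the 30 genes alone, 5 were called. *GstD10* (FBgn0042206, chromosome 3R, 12364776 to 12365735) was at 5.09 ± 0.107 CPM (SD, n = 3 lines) in CYC+ and 2.26 ± 0.775 in CYC-, and its 3 line means did not overlap (log2 fold change 1.16, standard error 0.35, adjusted p = 0.122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GstD3* (log2 fold change 0.10), *GstD9* (0.27) and *GstD8* (0.02) had adjusted p-values of 0.832, 0.573 and 0.967 from the edgeR test. DESeq2 in place of edgeR called 4 glutathione S-transferase genes in this comparison, *GstD10* among them. Fits that also included line number, with or without sample number, called *GstE14* and *GstO3*. A fit with sample number alone called *GstO3* (both genes named after their values were seen). With the 2 libraries of each line summed none was called.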

Included in these two terms are once more genes belonging to the glutathione S-transferase family, and include *GstD3*, *GstD8*, *GstD9*, and *GstD10*. In both selection regimes, the directionality of differential expression relative to PI depended on the *Gst* gene. For example, *GstD10* is down-regulated in the BUT^+^ selection treatment (relative to BUT^-^) and up-regulated in the BUT^-^ and CYC^-^ selection treatments (relative to the control and CYC^-^ lines respectively), while *GstE8* is up regulated in the BUT^+^ selection treatment (relative to BUT^+^) and down-regulated in the BUT^-^ selection treatment (relative to control). 

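In these counts *GstD10* was at 3.50 ± 0.908 CPM (SD, n = 3 lines) in BUT+, 2.92 ± 2.84 in BUT- and 3.45 ± 0.568 in the control. Its log2 fold change was 0.27 in BUT+ *vs.* BUT- and -0.24 in BUT- *vs.* control, with standard errors of 0.35 (adjusted p = 0.839 and 0.786 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The BUT- lines differed among themselves by more than the treatments did: *GstD10* was at 6.20 in line 1 and at 1.39 and 1.18 in lines 2 and 3. With line 1 of BUT- left out, the gene was called in both, with log2 fold changes of 1.45 in BUT+ *vs.* BUT- and -1.42 in BUT- *vs.* control. In CYC- *vs.* control the gene had a log2 fold change of -0.60 (standard error 0.36, adjusted p = 0.459 from the edgeR test).
*GstE8* (FBgn0063492, chromosome 2R, 18407834 to 18408955) was at 5.72 ± 2.04 in BUT+, 5.50 ± 3.16 in BUT- and 6.72 ± 0.575 in the control, log2 fold changes of 0.05 in BUT+ *vs.* BUT- and -0.29 in BUT- *vs.* control (adjusted p = 0.964 and 0.661 from the edgeR test). Here line 1 of BUT- was low, at 2.08 against 8.32 and 6.11 in lines 2 and 3, and line 1 of BUT+ was high, at 8.07 against 4.71 and 4.38.

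**Figure D2:**
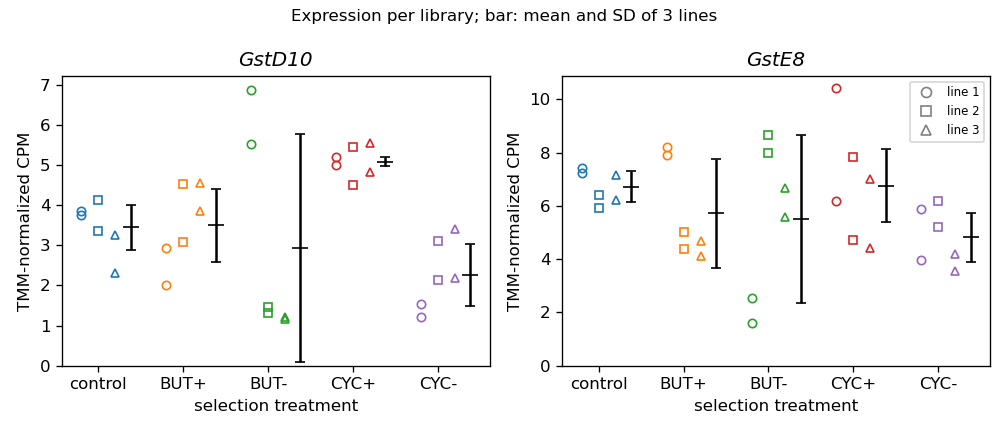
Expression of *GstD10* and *GstE8* in TMM-normalized CPM (vertical axis, from 0) by selection treatment. Open symbols are single libraries with a shape per line, and bars are the mean and SD of 3 line means; in BUT- line 1 sits at 6.20 for *GstD10* and 2.08 for *GstE8*, apart from lines 2 and 3.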

No significant overrepresentation was observed for the remaining BUT^+^ *vs.* control or CYC^-^ *vs.* control pairwise comparisons (Supplemental material, Figure S6). Additionally, no significant overrepresentation of the terms ‘molecular function’ or ‘cellular component’ was found for differentially expressed genes of either selection regime (Supplemental material, Figure S7, Figure S8).

**Figure 7:**
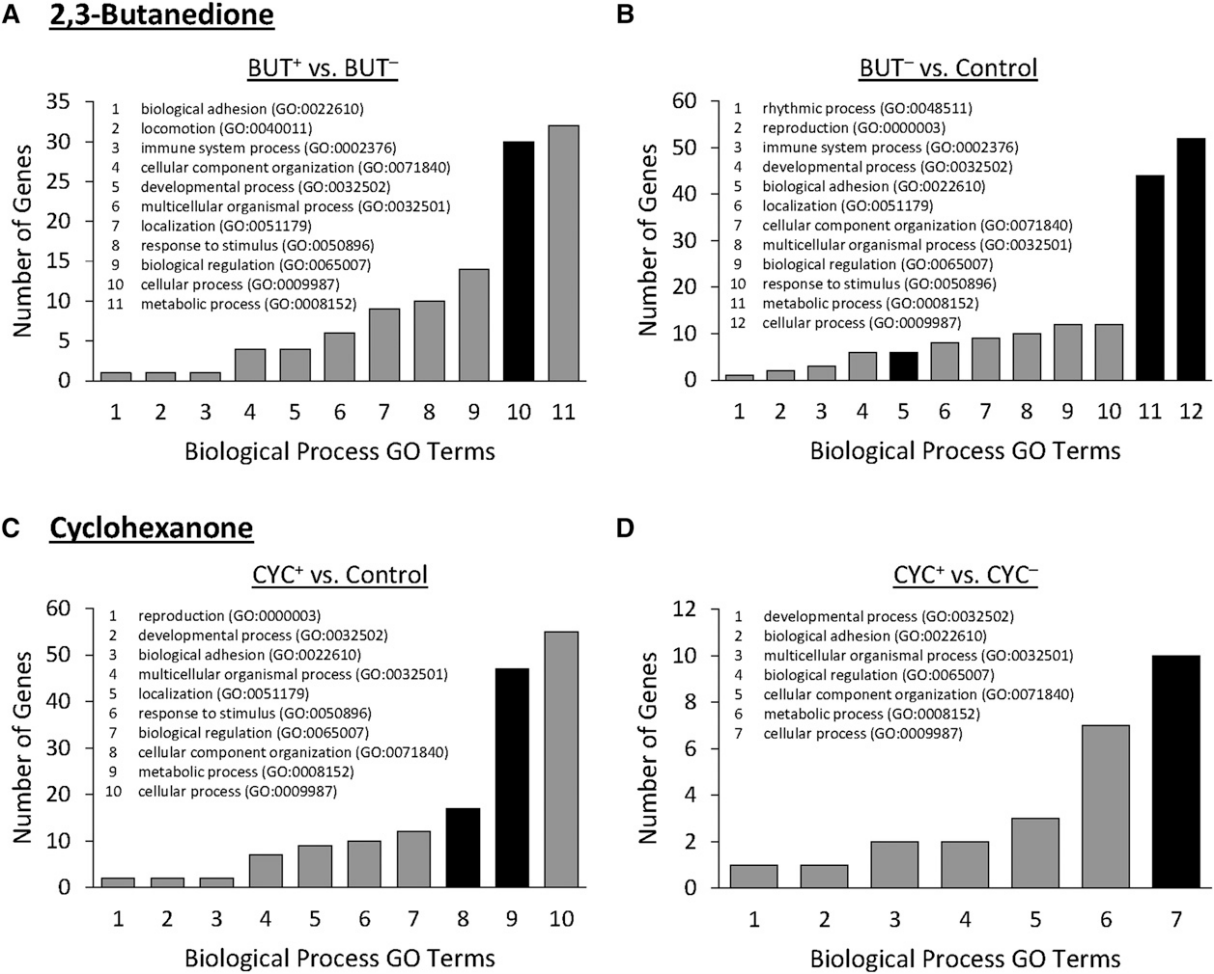
Biological Process Gene Ontology (GO) enrichment analyses identify GO terms associated with selection for behavioral responses to 2,3-butanedione (A and B) and cyclohexanone (C and D). Of the 6 pairwise comparisons shown in Figure 6, the ones with significant enrichment are shown here, which include: (A) BUT^+^ *vs.* BUT^-^, (B) BUT^-^ *vs.* Control, (C) CYC^+^ *vs.* Control, and (D) CYC^+^ *vs.* CYC^-^. The numbers correspond to the listed GO terms nested within each graph. For each comparison, the black bars indicate GO terms that are significantly enriched.

## Discussion

### Summary

We observed a significant divergence in behavioral responses to both BUT and CYC, and the responses were bisymmetric, with shifts in the dose response curves between the selected groups for both the BUT and CYC selection regimes. Other traits, namely food consumption and lifespan, varied with selection regime and, at times, sex. Generalization of the effects of selection to other odorants differed between the two selection regimes, and was only detected in the BUT selection regime. An analysis of gene expression of both BUT and CYC selection regimes subsequently identified multiple differentially expressed genes. In particular, a functional enrichment of the GO term ‘cell-cell adhesion’ as well as ‘sulfur compound metabolic process’ was found, the latter including genes belonging to the glutathione S-transferase family. These genes have been previously implicated in the termination of signaling in the peripheral olfactory organs (Vogt 2005).

### Selection effects on lifespan

Like previous studies (Libert *et al.* 2007; Poon *et al.* 2010; Gendron *et al.* 2014; Pool *et al.* 2014; Waterson *et al.* 2014; Sachse and Beshel 2016; Wright 2016), we found links between olfaction and both lifespan and food consumption. Females under the CYC selection regime were affected in lifespan; the CYC^+^ females had longer lifespan than the control and CYC^-^ females. This is in line with the findings by Libert *et al.* (2007) that loss-of-function mutations in chemosensory genes, specifically in the co-receptor ORCO, reduce neurophysiological and behavioral responses to many odorants and prolong *Drosophila* lifespan, and by Ostojic *et al.* (2014) that different gustatory receptor mutants vary in their effects on *Drosophila* lifespan. On the other hand, Brown *et al.* (2017) used the same methodology as in the present study and found no changes in lifespan after selection for behavioral responses to esters and aromatics. We speculate that the difference between that result and the ones herein are due to the fact that multiple mechanisms influence lifespan and because sensory input is subject to modification by these mechanisms (Russell and Kahn 2007; Ostojic *et al.* 2014; Waterson *et al.* 2014). Also, environmental factors, such as food composition, can affect lifespan (Skorupa *et al.* 2008; Grandison *et al.* 2009).

### Selection effects on food consumption

Chemosensation is also directly tied to food consumption (Pool *et al.* 2014; Sachse and Beshel 2016; Wright 2016). For instance, in Brown *et al.* (2017), selection for responses to two aromatic compounds led to changes in food consumption. The tested aromatics elicit responses from OSNs on the maxillary palp and given the organ’s proximity to the labellum, it has been hypothesized to play a role in taste enhancement (Shiraiwa 2008). In the present study the BUT^+^ selection treatment consumed more than the BUT^-^ and control treatments. BUT elicits responses from a large number of different OSNs (de Bruyne *et al.* 2001; Hansson *et al.* 2010), including those located on the maxillary palp (de Bruyne *et al.* 1999). Furthermore, of the genes that were differentially expressed among BUT selection treatments, 21 of them were previously identified in a GWA analysis of food consumption (Garlapow *et al.* 2017).

### Mechanisms underlying selection effects on hedonic valence

The present study found variation in behavioral responses to an odorant at a single concentration, and subsequent selection lead to increased attraction or aversion. The mechanisms underlying these shifts are likely complex and depend on the chemical compound used for selection, and on the direction of selection. Specifically, the PI^-^ flies under both selection regimes became more sensitive (in the behavioral sense), effectively shifting their dose-response curves to the left (compared to controls; Figure 1G,H). Likewise, the PI^+^ flies displayed the opposite, with a slight shift to the right of controls. More specifically, we observed a shift in the concentration at which valence switches from positive to negative. Different mechanisms have been reported to underlie behavioral valence, including at least one that depends on sensory sensitivity. For instance, it is well known that attractive responses often switch to aversive at high odorant concentrations, as we have seen here. This aversion can be caused by the recruitment, at high concentrations, of lower-affinity olfactory receptor neurons that initiate the reversal; the activity of a glomerulus innervated by such sensory neurons was found to be necessary and sufficient to switch the behavioral valence of vinegar from attractive to aversive (Semmelhack and Wang 2009; see also Knaden *et al.* 2012). This mechanism of determining valence is thus dependent on the relative sensitivity of different peripheral receptors, but odorant valence may also be determined more centrally. Knaden *et al.* (2012) showed the valence of certain odorants to be more closely correlated with the output from glomeruli to higher brain areas, than it is with the input to glomeruli from the periphery. Glomerular output is heavily dependent on interglomerular interactions, mediated by local interneurons (Wilson 2013), and so valence specified at this level may be somewhat independent of peripheral receptor sensitivity. Both of these valence mechanisms are likely to be naturally variable and thus provide the background necessary for selective divergence, and indeed there appears to be an intrinsic, genetic component to attraction. Ruebenbauer *et al.* (2008) found that, particularly for single synthetic compounds as were used in the present study, there are differences in affinity for attractive odors between different strains of *D. melanogaster*. This was not due to differences in peripheral sensitivity, as determined by electroantennogram. It is notable, however, that although degree of attraction differed, strains did not differ in the sign of hedonic valence over the concentrations tested. Nevertheless, behavioral valence can depend on the concentration-dependent activation of specific ‘aversive’ glomeruli, on within-antennal lobe processing prior to ascension to higher brain centers, and/or decisions made within higher centers, and any of these may vary between strains. Thus, the potential flexibility therein may explain the complex differences we found in the effects of selection for the two odorants; namely, that the BUT selection treatment responds similarly to similar but novel test odorants, but the CYC selection treatment does not (Figures 3-5, S4).

### Genes differentially expressed after selection

The results of our RNA-seq experiment identified a number of genes differentially expressed between the PI^+^, PI^-^, and the unselected control treatment. Many of these genes were not previously identified as mediating olfactory behavior, suggesting a new role for these genes. A previous GWA study identified 110 genes associated with odor-guided behavior (Brown *et al.* 2013; Swarup *et al.* 2013; Arya *et al.* 2015), 31 of which were differentially expressed among lines selected for behavioral responses to 4-ethylguaiacol (Brown *et al.* 2017). These genes were identified despite odorant identity and valence, suggesting that they may function in generalized behavioral responses to odor. Of particular note is Odorant-binding protein 56h (*Obp56h*). This gene is expressed in select sensilla on the antenna and gustatory organs (Galindo and Smith 2001; Martin *et al.* 2013), and has been implicated in feeding and mating behaviors (Swarup *et al.* 2014; Shorter *et al.* 2016). 

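*Obp56h* (FBgn0034475, chromosome 2R of the release 6 genome, 19815554 to 19816204) was at 49.2 ± 5.53 CPM (SD, n = 3 lines) in BUT-, 43.0 ± 1.32 in CYC- and 39.8 ± 13.2 in the control. The log2 fold change was 0.31 in BUT- *vs.* control (standard error 0.16, adjusted p = 0.331 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.11 in CYC- *vs.* control (standard error 0.16, adjusted p = 0.797 from the same edgeR test). The control lines were spread widely, at 26.3, 40.3 and 52.7 in lines 1, 2 and 3, and the control line 3 value was above all 3 CYC- line means. With control line 1 left out the CYC- difference changed sign, to -0.11. Over the 15 fits that each left out 1 line, it ranged from -0.11 to 0.37. In BUT- *vs.* control the range was 0.08 to 0.56, and among these fits only that without control line 3 called the gene. In BUT+ and CYC+ the gene was at 40.9 ± 6.90 and 48.3 ± 9.69.

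**Figure D3:**
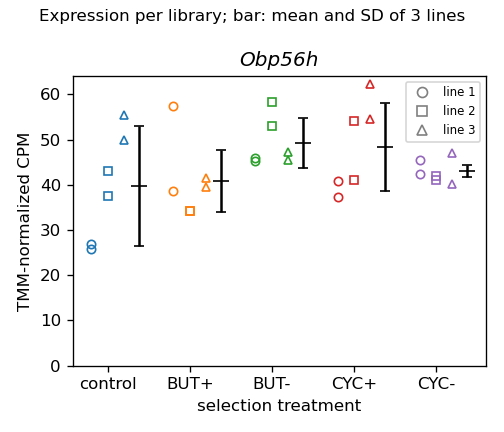
*Obp56h* expression in TMM-normalized CPM (vertical axis, from 0) by selection treatment. Open symbols are single libraries with a shape per line, and bars are the mean and SD of 3 line means; control lines extend from 26.3 to 52.7 and overlap every selected treatment.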

Here, we found that expression of *Obp56h* was upregulated in both the BUT^-^ and CYC^-^ selection treatments relative to the control treatment, suggesting it could play a role in aversive responses to odor. Consistent with this conclusion is the observation that silencing expression of *Obp56h* using RNAi increases behavioral responses to acetophenone, another ketone (Swarup *et al.* 2011). The RNA-seq results also speak to the extent to which any behavioral difference between selection groups are likely to have arisen from a difference in peripheral sensory sensitivity. This is because such a difference may be caused by a difference in expression levels of odorant receptors within the olfactory sensory neurons, or by a difference in the number of specific olfactory sensory neurons (which is correlated with expression levels: Li *et al.* 2013; Crowley-Gall *et al.* 2016), or both. 

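Of the 60 odorant receptor genes in the files, 19 passed the low-count filter in whole heads, and the other 41 were tested only without that filter. Across the 6 comparisons 1 odorant receptor gene was called, *Or63a*, which was chosen for mention after its values were seen. It had a log2 fold change of 0.56 in BUT- *vs.* control and 0.57 in CYC- *vs.* control (standard errors 0.18, adjusted p = 0.0932 and 0.0946 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at an adjusted p under 0.05 no odorant receptor gene was called. Without the low-count filter 2 odorant receptor genes were called, and 4 with the adjustment made over the odorant receptor genes alone as well. Of 66 ionotropic receptor genes 12 passed the filter, and *Ir31a*, *Ir75a* and *Ir75b* (named after their values were seen) were called in 1 or more comparisons, each lower than in the control.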

The fact that we did not find significant differences in odorant receptor gene expression levels in RNA-seq analyses of either selection regime limits support for either of these options.

### Gene ontology of differentially expressed genes

We found overrepresentation of several gene ontology categories, including *cell-cell adhesion*, *sulfur compound metabolic process*, and *cellular amino acid metabolic process*. Cell-cell adhesion molecules have been previously implicated in OSN axon guidance during development, guiding them to appropriate dendrites of projection neurons (Hummel and Zipursky 2004). Indeed, one of the genes listed under this GO term, Hig-anchoring scaffold protein (*Hasp*) is an extracellular matrix protein located in the axon terminals of olfactory projection neurons and is involved in synaptogenesis (Nakayama *et al.* 2016). 

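*Hasp* (FBgn0032797, chromosome 2L, 19508953 to 19517204) was at 708 ± 94.3 CPM (SD, n = 3 lines) in BUT- and 612 ± 69.7 in the control. Its log2 fold change in BUT- *vs.* control was 0.21 (standard error 0.09, unadjusted p = 0.0322, adjusted p = 0.255 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the line means of the treatments overlapped.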

Additionally, the *cell-cell adhesion* GO term was significantly enriched in a GWA study of behavioral responses to a panel of 14 odorants (Arya *et al.* 2015). Two genes that were identified in Arya *et al.* (2015), starry night (*stan*) and wing blister (*wb*) were associated with variation in behavioral responses to two ketones (2-heptanone and D-carvone, respectively). These genes were also identified in this study examining responses to BUT and CYC, compounds belonging to the same chemical class.

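In the deposited counts *wb* (FBgn0261563, chromosome 2L, 14263027 to 14328262) was called in both CYC comparisons with the control. It was at 18.5 ± 1.99 CPM (SD, n = 3 lines) in CYC-, 23.2 ± 3.43 in CYC+ and 31.2 ± 6.30 in the control, log2 fold changes of -0.75 and -0.43 (adjusted p = 0.00304 and 0.0693 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the BUT comparisons its smallest adjusted p was 0.181, in BUT+ *vs.* control. *stan* (FBgn0024836, chromosome 2R, 10673345 to 10721138) was called in none of the 6 comparisons. Its largest change was 0.19 on the log2 scale, in BUT- *vs.* control (standard error 0.13, adjusted p = 0.480 from the edgeR test), and its smallest adjusted p over the 6 comparisons was 0.480.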

### Possible role of GSTs in valence

Genes comprising the *sulfur compound metabolic process* GO category include Glutathione S-Transferases (GSTs), enzymes that conjugate glutathione to electrophilic compounds, rendering the resulting compound more water soluble and easier to eliminate (Enayati *et al.* 2005). Specifically, the GST gene family consists of several classes, with the GST Delta (GSTD) and Epsilon (GSTE) classes being present exclusively in insects (Chelvanayagam *et al.* 2001; Low *et al.* 2007). These enzymes are hypothesized to eliminate toxic compounds, conferring resistance to synthetic insecticides and natural plant allelochemicals (Li *et al.* 2007; Després *et al.* 2007). For example, *GSTD1* mediates insecticide metabolism and in *D. melanogaster* increased *GSTD1* is associated with DDT resistance (Tang and Tu 1994; Low *et al.* 2010). *GSTD1* has also been implicated in the evolution of host plant adaptation in species of cactophilic *Drosophila* (Matzkin *et al.* 2006; Matzkin 2008; López-Olmos *et al.* 2017). In insect olfaction, GSTs are hypothesized to modulate insect perception by functioning in odorant degradation underlying the termination of odorant signaling in the antenna, and enabling the insect to quickly respond to rapid changes in environmental volatiles (Vogt *et al.* 1985; Rogers *et al.* 1999). In the present study, genes in the GST family were differentially expressed between the selection groups in both the BUT and CYC selection regimes. With the exception of *GstE14*, the GST genes differentially expressed in this study were identified in the antennal transcriptomes of *D. melanogaster* males and females, regardless of female mating status (Riveron *et al.* 2013; Younus *et al.* 2014). Moreover, the list of GSTs differentially expressed is partially overlapping for the BUT and CYC selection regimes and in both regimes, the direction of differential expression relative to PI depended on the gene. 

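Over the 3 comparisons of each regime, 3 glutathione S-transferase genes were called for BUT (*GstE5*, *GstE14* and *GstS1*) and 4 for CYC (*GstE4*, *GstE5*, *GstE14* and *GstO3*), with *GstE5* and *GstE14* in both. *GstS1*, *GstE4* and *GstO3* are named because the counts are small, after their values were seen. With the 2 libraries of each line summed, or with the first samples alone, no glutathione S-transferase gene was called in any comparison. The second samples alone called none of the genes listed, only others of the family in CYC- *vs.* control. limma-voom with line as a random block still called *GstE5* and *GstE14* in BUT- and CYC- *vs.* control. *GstE5* and *GstE14* were lower than the control in CYC- as in BUT-, by -0.89 and -0.49 on the log2 scale (adjusted p = 0.0483 and 0.0405 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GstS1* was higher in BUT+ and *GstE4* higher in CYC+ than in the control, by 0.42 and 0.50 (adjusted p = 0.0635 and 0.0539 from the edgeR test), and *GstO3* was lower in CYC- (log2 fold change -0.57, adjusted p = 0.0845 from the edgeR test). Of all called genes, 610 were called in any BUT comparison and 917 in any CYC comparison, with 226 in both. Both regimes were compared with the same control libraries, so genes can be shared without a common response to selection. No expected overlap was computed, and the shared calls do not decide between these.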

The importance of this overlap and direction as it relates to olfactory behavior and cross-behavioral patterns remains to be determined because few GSTs have been extensively characterized. But interestingly, select chemical compounds can inhibit and others induce different GSTs (Yu 1996; Yu and Abo-Elghar 2000; Willoughby *et al.* 2006; Gonzalez *et al.* 2018). Future work is needed to test the association between GST expression, insect perception, and behavior to understand their role in the evolution of olfactory behavior. Nevertheless, our findings highlight a potential role for this class of genes in the evolution of hedonic valence to ecologically relevant volatile compounds.

How the deposited data were processed for this re-analysis (not part of the article)

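RNA was measured in pools of 100 female heads from 15 populations of *D. melanogaster*, 3 lines of each of the 5 treatments (BUT+, BUT-, CYC+, CYC- and control), with 2 samples per line. The deposited values are read counts per gene made by the authors with Trim Galore!, Cutadapt and STAR on the release 6 genome, as whole numbers with neither normalization nor filtering. The counting tool, the treatment of strand and the handling of reads that map to several genes are not named in the paper's text, so counts of paralogs and of overlapping genes carry that uncertainty. Each library gives a single count per gene for the same 17471 genes. Treatment, line number and sample number were taken from the sample labels and the methods, never from the values.

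Totals per library ranged from 21194086 to 38621924 counts, with a median of 29967406. A gene at 1 CPM has about 21.2 reads in the smallest library, which bounds the precision of values near the filter. Sequencing of pooled heads gives no measure of variation between flies. Gene positions came from an annotation of the release 6 genome, matched by gene identifier for 17242 of the genes (98.7%). Identifiers were used because 5 symbols in the deposited lists had been changed to dates, and a symbol was brought up to date where the annotation held another.

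Genes with at least 1 CPM in at least 15 of the 30 libraries, 9240 in number, were tested with edgeR 4.0.16 in R 4.3.3. Library sizes were normalized by TMM, and a quasi-likelihood fit with 5 treatment means was made over all 30 libraries, with lines pooled within a treatment. Each of the 6 comparisons was a contrast of 2 treatment means, and genes with a Benjamini-Hochberg adjusted p under 0.1 were called. The standard errors given are not output of that test. They were derived as the size of the log2 fold change divided by the square root of the test's F statistic. Expression is given as TMM-normalized CPM, as the mean and SD of 3 line means. The paper names edgeR, the filter, calcNormFactors, the pooling of lines and the false discovery rate of 0.1, and does not name the test within edgeR. Sets of glutathione S-transferase, odorant receptor, ionotropic receptor and odorant-binding protein genes were taken by symbol, and called genes among them were counted against all genes tested by a two-sided Fisher's exact test, adjusted over the 6 comparisons.

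Genes are named by a rule set in advance. It takes every gene for which the paper's text gives an expression result, and in each comparison the 2 genes with the smallest adjusted p among called genes whose 3 line means do not overlap between treatments. It also takes up to 5 genes called in all 3 comparisons of a regime. A gene named outside the rule is marked as chosen after its values were seen.

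The alternatives were DESeq2 1.42.0, size factors by relative log expression, no low-count filter or a filter in all 30 libraries, edgeR's exact and likelihood ratio tests, and an adjusted p under 0.05. Further alternatives fitted only the 12 libraries compared, summed the 2 libraries of a line, or used limma 3.58.1 (voom) with line as a random block. Line number, with or without sample number, was also fitted as a block, since the labels number lines and samples alike in every treatment. Each line was left out in turn, in 15 fits, and the first and the second samples were fitted apart. Counts of called genes were set against other splits of the same libraries that part every same-numbered pair, and against splits of whole lines.

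The fit was tested on simulated data with the depths and dispersions of these libraries, in which 200 of 9240 genes were changed in 1 treatment. It recovered 194 of the 200 changed genes (97%), and 23 of the 217 genes it called had not been changed, with a median error of -0.010 on the log2 scale. Every simulated change was at least 1 on the log2 scale, while most genes called in the real data changed by less. The simulated libraries were drawn independently, without differences between lines. These rates therefore do not carry over to smaller changes or to correlated libraries of a line. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used for tables and plots. Overrepresentation of GO terms was not analysed here, since the annotation used carries no GO terms. Behavioral measurements were not analysed here.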

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

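All tests of the difference between the 2 samples of a line were chosen only after that difference was seen, while those of the difference between the regimes were set before it was computed, apart from the exchanges with sample number in the fit.

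In 5 of 125 groups of 6 libraries, among named genes, library totals and shares of yolk protein reads, 1 library lay far from the other 5, where chance gives about 6.2 groups. The distance is given as the gap to the nearest library divided by the range of the group. It was 0.660 for *Cbs* in CYC- (36.5 CPM in line 2 sample 2), 0.689 for *Obp56h* in BUT+ (57.4 in line 1 sample 2) and 0.722 for *stan* in BUT- (68.1 in line 1 sample 2). For *CG5653* in CYC+ it was 0.722 (9.54 in line 1 sample 1), and for *CG6912* in BUT- 0.628 (46.3 in line 1 sample 1). These distances are no more frequent than chance gives. No cause was tested for any single library, and no biological explanation was tested.

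The difference between PI+ and PI- lines itself differed between the BUT and CYC regimes for 49 genes by edgeR's interaction contrast at an adjusted p under 0.1. Of 100 random exchanges of whole lines between the regimes, the real one included, 7 gave as many genes. With sample number in the fit the count was 70, and 7 of the 100 exchanges gave as many in that fit too. Every line has 1 sample of each number, so that fit does not test sample number as an explanation. The pattern cannot be told apart from a chance assignment of lines, and it is not read as a difference between the odorants.

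Between the second and the first sample of the same line, a comparison that the paper does not report, 2387 of 9240 genes differed at an adjusted p under 0.1, with 1118 higher and 1269 lower in the second sample. Only 2 of 100 random exchanges of the sample numbers within lines, the real one included, gave as many. Depth does not account for it: with every library thinned to 21194086 counts the number was 2242. Without the 20 genes with most reads it was 2358. Within single treatments the number was 0 in the control (290 at an unadjusted p under 0.05), 26 in BUT+, 101 in BUT-, 922 in CYC+ and 2326 in CYC-, and for 519 genes the difference between samples itself differed between treatments. That interaction was not set against exchanges of the samples. The mean correlation of the second-minus-first difference, a correlation across genes, which are not independent replicates, was 0.197 between lines of different treatments and 0.321 between lines of one treatment.

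A candidate explanation is a changing share of RNA from fat body, since the mean log2 score of 7 fat body genes was lower in the second sample in 15 of 15 lines, by -0.895 on average (exact permutation of signs, p = 6.1e-05, adjusted over 5 measures 0.000153). Yolk protein genes, part of that set, took -2.095 percentage points of reads in the second sample relative to the first, in the same direction in 15 of 15 lines. The gut and immune-response scores differed by -0.080 and -0.721 (exact permutation p = 0.903 and 0.0879), and the score of the 1 ovary gene by -0.302, lower in 12 of 15 lines (exact permutation p = 0.00677, adjusted 0.0113), so that a part of ovary origin is not excluded. With the 4 scores as covariates 0 genes differed between the samples (489 at an unadjusted p under 0.05). That fall does not single out these tissues, since in 25 of 50 draws 4 random gene sets left as few genes, with a median of 0.5 genes and a range from 0 to 3125. A shared axis of variation that any such scores take up remains, and the difference in fat body RNA cannot be told apart from it. The paper gives a collection period of several days in random order and no batch for each sample, so a batch of collection or sequencing could not be tested, and the design gives no condition that differs between the samples of a line.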

How the results depend on the processing

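Below, positive-valence and negative-valence genes are those shared by the PI+ and by the PI- comparisons of a regime, and all-BUT and all-CYC genes are those called in all 3 comparisons. The counts compared are 276 for BUT+ *vs.* control, 61 for BUT+ *vs.* BUT-, 434 for BUT- *vs.* control, 649 for CYC+ *vs.* control, 142 for CYC+ *vs.* CYC-, 346 for CYC- *vs.* control, 17 for BUT positive-valence, 55 for CYC positive-valence, 27 for BUT negative-valence, 28 for CYC negative-valence, 1 for all-BUT, 2 for all-CYC, 0 for GST genes in BUT+ *vs.* BUT-, 2 for GST genes in BUT- *vs.* control, 0 for GST genes in CYC+ *vs.* CYC- and 1 for odorant receptor genes. The alternatives were set before the data were examined, except sample number as a block and the marker gene scores, which were chosen after seeing the data. For every count listed in the next paragraph the change was more than 1.5 times, and under the alternatives named in that paragraph the counts it does not list stayed within 1.5 times. The counts with blocks, with marker gene scores and with a line left out follow after it. The cause of the changes was not tested.

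With DESeq2 in place of edgeR the counts were 422 for BUT+ *vs.* control, 129 for BUT+ *vs.* BUT-, 331 for CYC+ *vs.* CYC-, 35 for BUT positive-valence, 130 for CYC positive-valence, 52 for BUT negative-valence, 58 for CYC negative-valence, 5 for all-BUT and 4 for GST genes in CYC+ *vs.* CYC-. Without the low-count filter they were 83 for CYC+ *vs.* CYC-, 11 for BUT positive-valence, 17 for CYC negative-valence, 1 for GST genes in BUT- *vs.* control and 2 for odorant receptor genes. With 1 CPM required in all 30 libraries the number moved by that much was 0 for all-BUT. edgeR's exact test gave 26 for BUT positive-valence, 3 for all-BUT and 2 for GST genes in CYC+ *vs.* CYC-. edgeR's likelihood ratio test gave 26 for BUT positive-valence, 3 for all-BUT and 2 for GST genes in CYC+ *vs.* CYC-. At an adjusted p under 0.05 the counts fell to 149 for BUT+ *vs.* control, 33 for BUT+ *vs.* BUT-, 172 for BUT- *vs.* control, 339 for CYC+ *vs.* control, 31 for CYC+ *vs.* CYC-, 161 for CYC- *vs.* control, 5 for BUT positive-valence, 15 for CYC positive-valence, 10 for BUT negative-valence, 4 for CYC negative-valence, 0 for all-BUT, 0 for all-CYC, 1 for GST genes in BUT- *vs.* control and 0 for odorant receptor genes. A fit of only the 12 libraries compared gave 589 for BUT+ *vs.* control, 166 for BUT+ *vs.* BUT-, 268 for CYC+ *vs.* control, 12 for CYC+ *vs.* CYC-, 192 for CYC- *vs.* control, 45 for BUT positive-valence, 6 for CYC positive-valence, 50 for BUT negative-valence, 1 for CYC negative-valence, 6 for all-BUT, 0 for all-CYC, 1 for GST genes in BUT- *vs.* control, 1 for GST genes in CYC+ *vs.* CYC- and 0 for odorant receptor genes. Summing the 2 libraries of each line, so that 3 lines met 3, left 10 for BUT+ *vs.* control, 9 for BUT+ *vs.* BUT-, 23 for BUT- *vs.* control, 146 for CYC+ *vs.* control, 0 for CYC+ *vs.* CYC-, 42 for CYC- *vs.* control, 2 for BUT positive-valence, 0 for CYC positive-valence, 4 for BUT negative-valence, 0 for CYC negative-valence, 0 for all-BUT, 0 for all-CYC, 0 for GST genes in BUT- *vs.* control and 0 for odorant receptor genes. limma-voom with line as a random block gave 147 for BUT+ *vs.* control, 26 for BUT+ *vs.* BUT-, 207 for BUT- *vs.* control, 349 for CYC+ *vs.* control, 23 for CYC+ *vs.* CYC-, 195 for CYC- *vs.* control, 3 for BUT positive-valence, 10 for CYC positive-valence, 10 for BUT negative-valence, 2 for CYC negative-valence, 0 for all-BUT, 0 for all-CYC and 0 for odorant receptor genes. Only the first sample of each line gave 2 for BUT+ *vs.* control, 0 for BUT+ *vs.* BUT-, 2 for BUT- *vs.* control, 189 for CYC+ *vs.* control, 12 for CYC+ *vs.* CYC-, 3 for CYC- *vs.* control, 0 for BUT positive-valence, 7 for CYC positive-valence, 0 for BUT negative-valence, 0 for CYC negative-valence, 0 for all-BUT, 0 for all-CYC, 0 for GST genes in BUT- *vs.* control and 0 for odorant receptor genes. Only the second sample of each line gave 7 for BUT+ *vs.* control, 14 for BUT+ *vs.* BUT-, 9 for BUT- *vs.* control, 370 for CYC+ *vs.* control, 0 for CYC+ *vs.* CYC-, 524 for CYC- *vs.* control, 1 for BUT positive-valence, 0 for CYC positive-valence, 2 for BUT negative-valence, 0 for CYC negative-valence, 0 for all-BUT, 0 for all-CYC, 0 for GST genes in BUT- *vs.* control and 0 for odorant receptor genes. With size factors by the relative log expression method, none of these counts moved by more than 1.5 times.

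Samples share line and sample numbers across treatments, so the numbers were also fitted as a block, although the lines are separate populations: the deviations of libraries with the same line and sample number had a mean correlation of 0.065 between treatments, and those of same-numbered lines -0.057. With line number as a replicate block the counts for the 6 comparisons in the order above were 299, 65, 462, 686, 159, 377, and 2 for GST genes in CYC+ *vs.* CYC- was the only count that moved by more than 1.5 times. With line and sample number together as a replicate block the 6 comparisons gave 350, 96, 544, 876, 155, 477, and the counts that moved were 96 for BUT+ *vs.* BUT-, 26 for BUT positive-valence, 44 for BUT negative-valence, 1 for all-CYC and 2 for GST genes in CYC+ *vs.* CYC-. With sample number alone as a replicate block the 6 comparisons gave 388, 125, 607, 918, 209, 511, of which 125 for BUT+ *vs.* BUT- was the only one to move by more than 1.5 times. With scores of fat body, gut, ovary and immune-response marker genes as covariates they gave 121, 71, 282, 58, 2, 293, all but those for BUT+ *vs.* BUT- and CYC- *vs.* control moving by more than 1.5 times.

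Across the 15 fits that each left out 1 replicate line, the counts ranged from 65 to 409 for BUT+ *vs.* control, from 29 to 94 for BUT+ *vs.* BUT-, from 73 to 622 for BUT- *vs.* control, from 301 to 975 for CYC+ *vs.* control, from 27 to 449 for CYC+ *vs.* CYC-, from 155 to 483 for CYC- *vs.* control, from 5 to 25 for BUT positive-valence, from 21 to 216 for CYC positive-valence, from 11 to 49 for BUT negative-valence, from 3 to 57 for CYC negative-valence, from 0 to 3 for all-BUT, from 0 to 3 for all-CYC, from 0 to 1 for GST genes in BUT+ *vs.* BUT-, from 0 to 3 for GST genes in BUT- *vs.* control, from 0 to 3 for GST genes in CYC+ *vs.* CYC-, from 0 to 2 for odorant receptor genes.

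Where a count was 0, genes with an unadjusted p under 0.05 under the same setting were counted in the same way. They numbered 285 for BUT+ *vs.* BUT-, from 375 to 876 for CYC+ *vs.* CYC-, 61 for BUT positive-valence, from 124 to 339 for CYC positive-valence, 84 for BUT negative-valence, from 164 to 215 for CYC negative-valence, from 4 to 37 for all-BUT, from 19 to 61 for all-CYC, from 0 to 6 for GST genes in BUT+ *vs.* BUT-, from 2 to 4 for GST genes in BUT- *vs.* control, from 3 to 7 for GST genes in CYC+ *vs.* CYC-, from 2 to 7 for odorant receptor genes.

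For the named genes, 52 log2 fold changes were recomputed under each alternative set before the data were examined. Sample number alone as a block and the marker gene scores are not in these tallies. Without leaving out lines, 643 of the recomputed values kept their direction and their side of the threshold, 67 were no longer called, 4 became called and 14 changed sign. None of those that changed sign was called at the start. With limma-voom with line as a random block the log2 fold changes with another sign were -0.02 for *GstD3* BUT+ *vs.* BUT- and -0.01 for *GstD8* CYC+ *vs.* CYC-. With only the second samples the log2 fold changes with another sign were -0.04 for *GstD3* BUT+ *vs.* BUT-, 0.14 for *stan* CYC+ *vs.* control and 0.02 for *wb* BUT+ *vs.* BUT-. With only the first samples the log2 fold changes with another sign were -0.01 for *GstD3* CYC+ *vs.* CYC-, 0.01 for *GstD10* BUT- *vs.* control, -0.11 for *GstD8* CYC+ *vs.* CYC-, -0.01 for *Obp56h* CYC- *vs.* control, -0.08 for *stan* BUT+ *vs.* control, -0.01 for *stan* BUT- *vs.* control and -0.16 for *stan* CYC- *vs.* control. With line number as a replicate block the log2 fold changes with another sign were -0.01 for *GstD8* CYC+ *vs.* CYC-. With line and sample number as a replicate block the log2 fold changes with another sign were -0.02 for *GstD8* CYC+ *vs.* CYC-. Over the fits that left out a line, 704 kept both, 43 were no longer called, 7 became called and 26 changed sign. For the genes with a change of sign the log2 fold changes then ranged from -0.14 to 0.19 for *GstD1* BUT+ *vs.* BUT-, from -0.12 to 1.45 for *GstD10* BUT+ *vs.* BUT-, from -1.42 to 0.14 for *GstD10* BUT- *vs.* control, from -0.26 to 0.23 for *GstD3* BUT+ *vs.* BUT-, from -0.18 to 0.30 for *GstD3* CYC+ *vs.* CYC-, from -0.23 to 0.24 for *GstD8* CYC+ *vs.* CYC-, from -0.08 to 0.50 for *GstD9* CYC+ *vs.* CYC-, from -0.09 to 0.50 for *GstE5* BUT+ *vs.* BUT-, from -0.33 to 0.47 for *GstE8* BUT+ *vs.* BUT-, from -0.71 to 0.10 for *GstE8* BUT- *vs.* control, from -0.11 to 0.37 for *Obp56h* CYC- *vs.* control, from -0.07 to 0.11 for *stan* BUT+ *vs.* control, from -0.18 to 0.01 for *stan* CYC+ *vs.* control, from -0.08 to 0.14 for *stan* CYC- *vs.* control, from -0.25 to 0.15 for *wb* BUT+ *vs.* BUT-.

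With the adjustment made over the GST genes alone, 1, 0, 2, 1, 5, 4 GST genes were called in the 6 comparisons in the order above. With the adjustment over the odorant receptor genes alone and no low-count filter, 4 odorant receptor genes were called. The files give a single count per gene, so the alternative with a stranded counting column could not be made. Of the 60 odorant receptor genes, 19 passed the low-count filter, which limits what the counts say about the others.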

Differences from the paper's values

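In BUT+ *vs.* control 276 genes were called, against the paper's 94. Of the alternatives set before the data were examined, only fits that left out control line 1 (65 genes), BUT+ line 1 (141) or BUT+ line 2 (121) came within 1.5 times the paper's value, and the others did not. The marker gene scores as covariates, chosen after seeing the values, gave 121. In BUT+ *vs.* BUT- 61 genes were called, against the paper's 114. DESeq2 (129), the exact test (87), the likelihood ratio test (88), the fit of only the 12 libraries compared (166) and line and sample number as a replicate block (96) closed that gap, as did leaving out BUT- line 1 (79) or CYC+ line 1 (94). Sample number alone as a block, which was chosen after seeing the values, gave 125. The other alternatives did not close it. In this section a gap is closed when a count comes within 1.5 times the paper's. Overlap with the paper's genes was not computed, so a closed gap is a match of counts only. DESeq2 and the fit of only the 12 libraries called no glutathione S-transferase gene in BUT+ *vs.* BUT-, and CYC+ lines are not in that comparison. For BUT- *vs.* control the count was 434, against the paper's 188. An adjusted p under 0.05 (172), limma-voom with line as a random block (207) and leaving out BUT- line 2 (137) or line 3 (266) closed the gap, and the other alternatives set before the data were examined did not. The marker gene scores, chosen after seeing the values, gave 282, which is 1.5 times the paper's value.

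For CYC+ *vs.* control 649 genes were called, against the paper's 152. Summing the libraries of a line (146) and using only the first samples (189) closed the gap, and the others did not. In CYC+ *vs.* CYC- the count was 142, against the paper's 67, and 83 genes without the low-count filter. Leaving out BUT+ line 2 (73), CYC+ line 1 (58) or CYC+ line 3 (55) closed that gap as well, and no other alternative did. In CYC- *vs.* control 346 genes were called, against the paper's 102, and none of the alternatives set before the data were examined closed the gap.

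Genes shared by the PI+ comparisons of the CYC regime numbered 55, against the paper's 17. An adjusted p under 0.05 (15) and leaving out CYC+ line 1 (22), CYC- line 2 (21) or CYC- line 3 (21) closed the gap, and the other alternatives did not. Genes shared by the PI- comparisons of the CYC regime numbered 28, against the paper's 13. No low-count filter (17) closed the gap, as did leaving out a control line (17, 14 and 16 for lines 1, 2 and 3), BUT+ line 2 (10), CYC+ line 1 (13) or CYC+ line 3 (12), and the other alternatives did not. The low-count filter left 9240 genes, against the paper's 8765. Requiring 1 CPM in all 30 libraries left 8763.

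The paper counts *GstD1*, *GstD3*, *GstD10*, *GstE5* and *GstE8* as differentially expressed in BUT+ *vs.* BUT-, and none of them was called here. Leaving out BUT- line 1 called *GstD10*, and no alternative called the others. In BUT- *vs.* control the paper counts *Cbs*, *GstD9*, *GstD10*, *GstE8* and *GstZ2* beside *GstE5* and *GstE14*, of which only the last 2 were called here. Without BUT- line 1 *GstD10* was called, with a log2 fold change of -1.42, and no alternative called *Cbs*, *GstD9*, *GstE8* or *GstZ2*. In CYC+ *vs.* CYC- the paper counts *GstD3*, *GstD8*, *GstD9* and *GstD10*, none of which was called here. *GstD10*, with a log2 fold change of 1.16, was called by DESeq2, the exact test, the likelihood ratio test, the fit of only the 12 libraries, the adjustment over the glutathione S-transferase genes alone, and the fits without BUT- line 1 or line 3. No alternative called *GstD3*, *GstD8* or *GstD9* there.

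The paper has *GstD10* lower in BUT+ than in BUT- and higher in BUT- and CYC-, where the log2 fold changes here were 0.27 in BUT+ *vs.* BUT- and -0.24 in BUT- *vs.* control, neither of them called. For the CYC regime the paper's sentence names CYC- both as the treatment and as its reference, so the comparison it means is unclear. Read as CYC- *vs.* control, the log2 fold change here was -0.60, the other direction, and no alternative called it. Read as CYC+ relative to CYC-, it was 1.16, the paper's direction. Read as CYC- relative to CYC+, the gene was lower in CYC- (2.26 against 5.09 CPM), the other direction. The paper has *Obp56h* upregulated in BUT- and CYC- relative to the control. Its log2 fold changes had that direction, 0.31 and 0.11, but were not called, apart from BUT- *vs.* control with control line 3 left out (0.56). The paper reports no difference in odorant receptor genes, while *Or63a* was called here in BUT- and CYC- *vs.* control. Without the low-count filter 2 odorant receptor genes were called, and 4 with the adjustment made over those genes alone as well. No odorant receptor gene was called at an adjusted p under 0.05, with only the 12 libraries compared, with summed lines, with limma-voom and a line block, or with only the first or only the second samples. The same holds without control line 2 or 3, without any 1 of the BUT+ lines, and without CYC+ line 3. Between 2 and 7 odorant receptor genes had an unadjusted p under 0.05 where none was called. The paper finds no gene in all comparisons of the CYC regime, while 2 were called here, and 0 under those first 6 settings and without control line 1, 2 or 3, CYC+ line 1 or CYC- line 1 or 2. In those fits between 19 and 61 genes had an unadjusted p under 0.05 in all 3 comparisons. The paper lists *stan* among its identified genes, and no alternative called it in any comparison. *Hasp*, which the paper lists under cell-cell adhesion, was called under no alternative in BUT- *vs.* control.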

Other observations

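The tests on overlapping neighbours, on neighbours in sets of equal size, on random gene sets and on the share of yolk protein reads, the line splits of the shared genes and of the glutathione S-transferase genes, and the enrichment of odorant-binding protein genes, were chosen only after the result was seen.

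Every comparison joins 6 libraries with 6, and the libraries can be exchanged between treatments. Of 32 splits of the 12 libraries that part each same-numbered pair of libraries, only 1, the real one, called as many genes in 5 of the 6 comparisons. The largest counts of the other splits were 71 in BUT+ *vs.* control, 46 in BUT+ *vs.* BUT-, 74 in BUT- *vs.* control, 52 in CYC+ *vs.* CYC- and 87 in CYC- *vs.* control. In CYC+ *vs.* control 2 splits gave as many, since exchanging the second samples of lines 1 and 2 gave 854 genes, so that 649 is not distinguished from such a regrouping. These splits hold the sample numbers balanced, so no split follows sample number. Genes shared by the BUT+ comparisons reached 17 in 2 of the 32 splits, which is not distinguished from regrouping either. Only 1 split, the real one, gave as many genes shared by the PI- comparisons of either regime, shared by the CYC+ comparisons, called in all 3 comparisons of either regime, or as many glutathione S-transferase genes in BUT- *vs.* control. All these splits treat the 2 libraries of a line as exchangeable, although libraries of one line are correlated.

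Whole lines can also be exchanged, 3 against 3, in 10 splits. In all 6 comparisons only 1 of the 10, the real one, called as many genes, which is the smallest share the design allows (0.1). The other line splits gave at most 8, 46, 43, 129, 52 and 87 genes in the order BUT+ *vs.* control, BUT+ *vs.* BUT-, BUT- *vs.* control, CYC+ *vs.* control, CYC+ *vs.* CYC- and CYC- *vs.* control. With the libraries of each line summed, 0 genes were called in CYC+ *vs.* CYC-, and 876 had an unadjusted p under 0.05 in that fit. Of the 10, 9, 23, 146 and 42 genes called with summed lines in the other 5 comparisons, 10, 6, 21, 107 and 35 were also called with 6 libraries per treatment. Genes shared by the BUT+ comparisons and genes called in all 3 CYC comparisons were as many in 2 of the 10 line splits. For genes shared by the CYC+ comparisons, genes shared by the PI- comparisons of either regime, genes called in all 3 BUT comparisons and glutathione S-transferase genes in BUT- *vs.* control it was only 1 of the 10. Drift between lines that were bred apart cannot be told apart from selection by these splits.

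With scores of fat body, gut, ovary and immune-response genes as covariates the number of called genes fell by more than 1.5 times in 4 of the 6 comparisons. Random gene sets did as much in 16 of 50 draws, so the fall does not point to RNA from those tissues, and a shared axis of variation that any such scores take up remains. The share of reads on yolk protein genes differed between treatments, with medians of 7.70% in BUT+, 6.77% in BUT-, 2.89% in CYC+, 4.38% in CYC- and 4.59% in the control. A permutation test between the 5 treatments gave p = 0.00127 within the first samples and p = 0.00338 within the second samples. Every line has 1 sample of each number, so these values do not test sample number as an explanation. The amount of fat body in the dissected heads, age within the collection window and selection were not separated, and the pattern cannot be told apart from a difference in dissection.

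Called genes lay next to another called gene on the chromosome more often than randomly drawn tested genes did, by ratios of 2.22, 7.59, 1.68, 1.60, 2.26 and 1.74 in the 6 comparisons in the order given for the line splits. The ratio of 7.59 rests on 3 pairs. The p-values from 10000 random draws were 0.0003, 0.0069, 0.0032, 0.0001 (the smallest they can give), 0.069 and 0.0081, so that in CYC+ *vs.* CYC- chance placement remains. Neighbours that share regulation in general would do the same for any set of called genes. For the genes that differed between the 2 samples of a line, a larger set, the ratio was 1.19 (permutation p = 0.0001, the smallest the draws can give). With as many genes as in each comparison, taken by the smallest p between the samples of a line, the ratios were 2.21, 0.00, 2.18, 1.68, 1.82 and 2.21, at least those of the called genes in 3 of the 6 comparisons. Shared regulation of neighbours therefore remains as an explanation. Without overlapping pairs, whose reads the counting could share, the ratio over the 6 comparisons was 1.77. In BUT+ *vs.* BUT- 1 pair was left (permutation p = 0.28), so shared reads cannot be told apart there, while in the other 5 comparisons the permutation p lay between 0.0003 and 0.032. Linked variants that rose in frequency in some lines, by selection or by drift, would also place called genes together, but no genotypes were analysed here, and the pattern cannot be told apart from shared regulation.

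A shift of the control lines alone would make genes differ from all 4 selected treatments in one direction. With the control as reference 31 genes did so (16 higher and 15 lower in all 4 others). The number was 31 with CYC+ as the reference, 14 with BUT+, 1 with BUT- and 0 with CYC-, so the control was not set apart more than CYC+.

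Among 27 tested odorant-binding protein genes, 4 were called in CYC+ *vs.* CYC-, all higher in CYC+ (*Obp19b*, *Obp56g*, *Obp57c* and *Obp59a*, named after their values were seen), with log2 fold changes of 0.77, 0.44, 0.36 and 0.32. That is 14.8% against 1.54% of all genes tested (odds ratio 11.4, two-sided Fisher's exact test p = 0.000713, adjusted over 6 comparisons 0.00428). The genes of a family are not independent, and 6 families were looked at. All 4 were higher in CYC+ under every alternative run, including DESeq2 and relative log expression scaling, but they were picked because they were called. Over all genes tested, not the family alone, the median log2 fold change in this comparison was 0.007. No median was computed over the 27 genes of the family, so a shift of the family as a whole was not tested. Of the 4, 0 were called with summed lines, with the 12 libraries alone, with limma-voom and a line block, with the first or the second samples alone, without CYC+ line 3 or CYC- line 2, or with the marker scores as covariates. No explanation was tested. Of 83 tested ribosomal protein genes, a family chosen after seeing the data, 0 were called in any of the 6 comparisons, and between 0 and 6 had an unadjusted p under 0.05.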
